# Transcriptome RNA Sequencing Reveals That Circular RNAs Are Abundantly Expressed in Embryonic Breast Muscle of Duck

**DOI:** 10.3390/vetsci10020075

**Published:** 2023-01-19

**Authors:** Jing Liu, Shuibing Liu, Wentao Zhang, Xiaolong Hu, Huirong Mao, Sanfeng Liu, Biao Chen

**Keywords:** duck, circular RNA, *GAS2*, skeletal muscle, proliferation

## Abstract

**Simple Summary:**

Research into the genetic mechanisms of skeletal muscle development in ducks is of great significance to the breeding and industrialization of indigenous ducks in China. This study examined the crucial candidates during two developmental stages of duck embryonic breast muscles by circular RNA sequencing. There were 16,622 circular RNAs detected between embryonic day 13 (E13) and embryonic day 19 (E19), of which 260 showed differential expression. Additionally, we examined the protein–protein interaction (PPI) with the parental genes of the differentially expressed circular RNAs, as well as the enriched GO terms and KEGG pathways. In addition, we selected one circular transcript of the growth arrest-specific gene 2 (*GAS2*), or circGAS2-2, to perform functional validations in duck embryonic myoblasts. The results showed that circGAS2-2 accelerated cell cycling and promoted the proliferation of myoblasts. Our results supplement the duck circular RNA database and demonstrate that circular RNAs are abundantly and differentially expressed during duck skeletal muscle development.

**Abstract:**

Circular RNAs are widespread in various species and have important roles in myogenesis. However, the circular RNAs involved in breast muscle development in ducks have not yet been studied. Here, to identify circular RNAs during duck skeletal muscle development, three pectorales from Shan Ma ducks at E13 and E19, which represent undifferentiated and differentiated myoblasts, respectively, were collected and subjected to RNA sequencing. A total of 16,622 circular RNAs were identified, of which approximately 80% were exonic circular RNAs and 260 were markedly differentially expressed between E19 and E13. The parental genes of the differentially expressed circular RNAs were significantly enriched in muscle-related biological processes. Moreover, we found that the overexpression of circGAS2-2 promoted cell cycle progression and increased the proliferation viability of duck primary myoblasts; conversely, knockdown of circGAS2-2 retarded the cell cycle and reduced the proliferation viability of myoblasts. Taken together, our results demonstrate that circular RNAs are widespread and variously expressed during the development of duck skeletal muscle and that circGAS2-2 is involved in the regulation of myogenesis.

## 1. Introduction

China is the biggest duck meat producer in the world. The consumption of poultry meat in China has significantly increased as a result of African swine fever (http://data.stats.gov.cn/, accessed on 1 September 2022). The development of poultry skeletal muscle is influenced by many factors, including genetics, diet, and the environment [1,2]. Myogenesis can be divided into the following several stages: somite differentiation into myoblasts; myoblasts’ migration and expression of particular myogenic transcription factors (MTFs); myoblasts’ differentiation into myotubes under the influence of MTFs [3]. The process of myoblast differentiation is accompanied by cell cycle pausing and the adherence and fusion of myoblasts [4]. This process is regulated by multiple genetic factors, including transcription factors, microRNAs (miRNAs), and long non-coding RNAs [5,6,7,8]. For this reason, it is important to conduct research on the genetic mechanisms behind the development of skeletal muscle in ducks in order to breed and industrialize the indigenous ducks of China.

Circular RNAs are non-coding RNAs distinguishable from linear RNAs by their covalent head-to-tail structures [9,10]. Circular RNAs were previously considered to be useless products of the transcriptome but are now known to be gene regulators and to possess protein-coding abilities [11,12,13,14,15]. Circular RNAs are formed by non-canonical splicing (back-splicing) of precursor mRNAs [16]. This alternative back-splicing enables various circular RNA types, including exonic circular RNAs (circRNAs), intronic circular RNAs (ciRNAs), and exon–intron circular RNAs, to be generated from the same gene [12]. Previous studies have shown that circular RNAs in the nucleus could act as gene regulators by modulating transcription, alternative splicing, and chromatin looping [17,18]. Circular RNAs can also serve as miRNA sponges and function as competing endogenous RNAs [9,19], as well as participate in various biological processes by binding various proteins [20,21].

The transcriptomes of many tissues and species contain circular RNAs, which play key roles in cellular and physiological functions [22,23,24,25]. They have been found in skeletal muscle at different developmental stages in various species [26,27,28], and they regulate myoblasts’ proliferation and differentiation, mainly through acting as miRNA scaffolds [29]. However, there have been no reports on the formation and expression of circular RNAs in duck skeletal muscle. A genome-wide circular RNA sequencing study was performed on Shan Ma duck embryonic breast muscle at embryonic days 13 (E13) and 19 (E19). In E13, the majority of myoblasts in the skeletal muscle remained undifferentiated. Meanwhile, almost all of the myoblasts had differentiated and fused to myotubes in E19, and the breast muscle weight remained almost the same from E19 to hatching [30]. We analyzed the molecular properties and potential functions of these circular RNAs and explored their functions in duck myoblasts.

## 2. Materials and Methods

### 2.1. Samples for Circular RNA Sequencing

As previously described, 180 hatching eggs of Shan Ma ducks with the same genetic background were obtained from the Tianyun duck breeding farm (Jiangxi, China) and incubated at 37.2 °C with a relative humidity of 60 ± 10% [31]. Breast muscle samples and livers of 12 ducks were sacrificed every 3 days from E10 to P1 (E10, E13, E16, E19, E22, and P1). The duck embryos were extracted from the eggs with tweezers. The morphology of all of the ducks was checked to ensure the correct developmental stage. The pectoral and leg muscles were sampled after the skin and feathers were eliminated. As soon as the tissues were sampled, they were frozen in liquid nitrogen and kept at −80 °C. Using PCR amplification of the chromo-helicase-DNA-binding 1 (*CHD1*) gene, which is found on the Z and W chromosomes, the embryos were identified according to their sex [32]. The circRNA sequencing was performed with three pectorales from female ducks at E13 and E19, respectively.

### 2.2. Library Construction and Sequencing

Following the manufacturer’s instructions, the total RNA of the six samples was extracted and purified with TRIzol reagent (Invitrogen, Carlsbad, CA, USA), and the amounts and purities of the RNAs were quantified (ND-1000, NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed (Agilent 2100, Agilent Technologies, Palo Alto, CA, USA) with an RNA integrity number of > 7.0. In order to deplete the rRNA, approximately 5 ug of the total RNA was used, following the instructions from the Ribo-Zero^TM^ rRNA Removal Kit (Illumina, San Diego, CA, USA). The remaining RNA was treated with RNase R (Epicentre, Madison, WI, USA) to remove the linear RNAs and enrich the circRNAs. As a result of fragmentation and reverse transcription of the enriched circRNAs, cDNA was synthesized, and U-labeled second-stranded DNAs were synthesized with DNA polymerase I, RNase H, and dUTP. To prepare the blunt ends of each strand for ligation to the indexed adapters, an A-base was added. The fragments were ligated to single- or dual-index adapters, and AMPureXP beads were used for the size selection. A PCR amplification of the UDG-treated second-stranded DNAs was carried out after the products had been heat-labilely treated with the enzyme. In the final cDNA library, the average insert size was 300 ± 50 bp. In the final step, paired-end sequencing was performed on an Illumina HiSeq 4000 platform (LC Bio, Hangzhou, Zhejiang, China) using the vendor’s recommended protocols.

### 2.3. Annotation of Duck circRNAs and Differential Expression Analysis between E13 and E19

The reads with adaptors, low-quality bases, or undetermined bases were removed with Cutadapt [33]. The quality of the sequence was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 1 February 2020). The sequencing reads were mapped to the genome of Anas platyrhynchos (http://asia.ensembl.org/Anas_platyrhynchos/Info/Index, accessed on 3 February 2020) using Bowtie 2 and TopHat 2 [34,35]. The mapping of the remaining reads was performed using TopHat-Fusion [36]. The mapped reads were assembled into circular RNAs using CIRCExplorer2 and CIRI. TopHat-Fusion was then used to identify the back-splicing reads among the unmapped reads. All of the samples produced distinct circular RNAs [37,38,39].

The relative expression levels of the circRNAs were represented by spliced reads per billion mapping (SRPBM). The circular RNA expression levels from the different groups (E13 and E19) were calculated using in-house scripts. The R package was used for the comparisons, with a |log_2_fold change| of ≥ 1 and a *p*-value of ≤ 0.05 regarded as indicating differential expression [40].

### 2.4. Enrichment Analysis of the Differentially Expressed circRNAs

Using the DAVID functional annotation tool [41], we performed a pathway enrichment for the parental genes of the differentially expressed circRNAs using Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG). The parental genes were also subjected to gene network analyses using STRING v11.0 and Cytoscape v3.7.2 [42].

### 2.5. cDNA Synthesis and qRT-PCR

The Monad MonScript^TM^ All-in-One Kit (Biopro, Shanghai, China) with DNase was used to reverse-transcribe the total RNA obtained from the animal tissues or cell lines. The synthesized cDNA samples were then diluted in nuclease-free water at a ratio of 1:4 for qPCR. The relative mRNA or circular RNA expression were determined by qRT-PCR in a final volume of 20 µL with 2 × T5 Fast qPCR Mix from TsingKe Bio (Beijing, China). The internal control was the duck *GAPDH* gene. In order to identify the circRNAs, qRT-PCR was performed on the RNA samples with and without digestion by RNase R. The qRT-PCR program was run by an ABI Q5 system (Thermo Fisher, Waltham, MA, USA) using the following procedure: 95  °C for 3 min; 40 cycles of 95  °C for 10  s; annealing temperature for 1 min; collection of fluorescence from 65 to 95 °C. Each sample was examined with three technical repeats, and the expression levels were calculated using the comparative 2^−∆∆Ct^ method and presented as means ± S.E.M. A Student’s t-test and an one-way ANOVA test were used to compare the expression levels among the different groups. Table S1 lists all of the primers utilized in the current study.

### 2.6. Validation of circRNAs

The circRNAs were validated by RT-PCR with divergent and convergent primers using cDNA or gDNA as the templates. The products were gel purified and cloned with a pClone007 vector kit (TsingKe). The DNASTAR (SeqMan) software (http://www.dnastar.com/, accessed on 3 January 2021) was used to align and analyze the results of positive clones sent to TsingKe for Sanger sequencing.

### 2.7. Overexpression Plasmid Construction and siRNA Synthesis

For the construction of the circGAS2-2 overexpression vector, exons 5, 6, and 7 of the duck *GAS2* gene were amplified using cDNA from the pectorales and inserted into a pK25ssAAV-ciR vector (Geneseed, Guangzhou, China) between the *EcoRI* and *BamHI* restriction sites. Geneseed was used to design and synthesize the circGAS2-2 siRNA based on the sequence listed in Table S1.

### 2.8. Cell Isolation, Culture, and Electroporation

Duck primary myoblasts were extracted from the pectorales of E13 Shan Ma duck embryos (Tianyun). The breasts of E13 ducks were collected and washed in pre-cooled phosphate-buffered saline with 0.5% penicillin/streptomycin (Invitrogen). The muscle samples were cut into pieces using scissors and then trypsinized (Gibco, Grand Island, NY, USA) at 37 °C for 40 min after the skin and bones had been removed. The digestion was terminated with fetal bovine serum (FBS, Gibco, Grand Island, NY, USA). The mixture was filtered using a 40-μm cell strainer (Sangon, Shanghai, China) and centrifuged at 1100 rpm for 5 min. After serial plating, the cells were grown in complete Dulbecco’s modified Eagle medium (Gibco, Grand Island, NY, USA) with 15% FBS and 0.2% penicillin/streptomycin and incubated at 37 °C in a 5% CO_2_ humidified atmosphere. The myoblasts were induced to differentiate using 0.5% FBS. A total of 5 µg of DNA plasmid and 5 nmol of siRNA or siRNA NC were mixed with 5 × 10^6^ myoblasts in 200 μL of Entranster-E electroporation solution (Engreen, Beijing, China), and cell electroporation was performed on a BTX ECM2001 (BTX, San Diego, CA, USA).

### 2.9. Flow Cytometry of Cell Cycle Analysis

A total of 5 × 10^6^ myoblasts were collected and electroporated with an overexpression plasmid or vector control and siRNA or siRNA NC. Then, the cells were seeded in a six-well plate. After 48 h, the myoblasts were collected in 70% ethanol and stored overnight at −20 °C, followed by incubation with 50 mg/mL of propidium iodide (Sigma, St Louis, MO, USA) containing 10 mg/mL of RNase A (Takara, Otsu, Shiga, Japan) and 0.2% (*v*/*v*) of Triton X-100 (Sigma) at 4 °C for 30 min. Based on the DNA content in the different phases (G1, S, and G2), the results of the BD AccuriC6 flow cytometer (BD, San Jose, CA, USA) were analyzed using Flow-Jo7.6 (https://www.flowjo.com/, accessed on 10 July 2020). The results were presented as means ± S.E.M. A Student’s t-test was used to compare the cell numbers among the different phases.

### 2.10. Cell-Counting Assay

After the cell electroporation, the myoblasts were seeded in a 96-well plate. Cell proliferation was detected at 12 h, 24 h, 36 h, 48 h, and 60 h using a TransDetect CCK kit (TransGen, Beijing, China), following the manufacturer’s instructions. Briefly, 10 µL of CCK solution was added to each well and incubated for 1.5 h at 37 °C with 5% CO_2_. Then, an Infinite 200 PRO plate reader (Tecan, Männedorf, Switzerland) was used to measure the absorbance at a wavelength of 450 nm.

## 3. Results

### 3.1. Overview of RNA Sequencing Data and Identification of Duck Circular RNA

To identify the circular RNAs in the duck muscle samples, we performed genome-wide circular RNA sequencing with RNase R digestion, followed by functional analysis in duck primary myoblasts. HPF/HPR primers were used to amplify the *CHD1* and distinguish the sex of the embryos (Figure S1). Breast muscle tissues from three female Shan Ma duck embryos at E13 and E19 were subjected to circular RNA sequencing after ribosomal RNA (rRNA) depletion and RNase R digestion.

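At E13 the breast muscle holds mostly undifferentiated myoblasts, and at E19 the myoblasts have differentiated and fused, so the comparison of the 2 stages follows the building of muscle fibres. Each stage had 3 libraries, with 27857433, 24558167 and 26404501 mapped reads at E13 and 26761498, 26108554 and 27662245 at E19. The authors counted reads across each back-splice junction, the site where a downstream end of the transcript is joined to an upstream start, which marks the circular form. Their number relative to mapped reads was higher on average at E19 than at E13 (exact permutation p = 0.2, n = 3 each). The comparison of stages used edgeR quasi-likelihood tests with mapped reads as library size, on circular RNAs with at least 10 reads over the 6 libraries, and p-values adjusted by Benjamini-Hochberg. Reads of all circular RNAs under a gene name were also summed and tested per name. Positions are on the duck genome of Ensembl that the authors used, counted from 1, and its build is not given in the sources used here. SRPBM values are the authors' own, which divide the count by the bases of mapped and candidate back-splice reads (reads of 150 bases) in place of mapped reads.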

A total of 290,131,458 reads were sequenced from all of the six samples (Table S2). After eliminating the low-quality reads and adaptors, 159,352,398 clean reads were mapped to the duck genome (Table S2). The unique mapped reads, multi-mapped reads, pair-end mapped reads, reads mapped to sense strands, and reads mapped to antisense strands are shown in Table S2. Then, the circular RNAs were identified using the following criteria: a mismatch of ≤ 2, back-spliced junction reads of ≥ 1, and a distance between two splice sites of < 100 kb. 

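The table of counts lists 16631 circular RNAs under 5374 gene names. Many genes appear there under both a symbol and an Ensembl ID: FGFR2, a receptor of fibroblast growth factors, and ADCY2, an enzyme that makes cyclic AMP, are examples. After 1245 of the 2099 Ensembl IDs were matched to a symbol, 4129 parental genes were left. A circular RNA can also be listed under a pair of IDs, such as circRNA1120 and circRNA4799 of FGFR2, whose starts are 1 base apart and whose ends are equal. There are 1714 such pairs, and 1702 of them have a member in each of the lists that make up the table. These 1702 pairs hold 43.6% of all back-splice reads, with the reads of both IDs added in. Counting each of them once leaves 14929 junctions.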

Using these criteria, a total of 19,886 circular RNAs, generated by 10,882 genes, were found among 4,284,753 candidate back-spliced junction reads (Table S3). Of these circular RNAs, 13,034 were circRNAs, 1583 were ciRNAs, and 2005 originated from intergenic sequences (Figure 1B). They were mostly found on chromosomes 1, 2, 3, 4, 5, and Z (Figure 1A). 

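Exonic circRNAs made up 13043 of the listed molecules, ciRNAs 1583 and intergenic circular RNAs 2005. An abundant example of the exonic type is circRNA1978 of NRBP1, which encodes a pseudokinase. The most abundant ciRNA was ciRNA171 of NAA16, a subunit of a protein acetyltransferase, with 1010 reads at E13 and 1266 at E19. Among the intergenic molecules, circRNA3839 of chromosome Z had 853 reads at E13 and 3213 at E19. The type depends on where the annotation places genes: all 543 circular RNAs of chromosome Z and all 201 of unplaced scaffolds are typed intergenic, against 1261 of 15887 (7.94%) on the numbered chromosomes. Genes of chromosome Z are therefore missing from every count by parental gene.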

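Chromosome 1 gave the most circular RNAs, 2695 (16.2% of the total), followed by chromosomes 2 with 2404, 3 with 1673, 4 with 1131 and 5 with 1109. Chromosomes 7, 6 and 8 had 845, 705 and 670, and Z had 543. All those of Z come from 1 of the lists that make up the table. Of the 15887 on numbered chromosomes, 10920 come from another list that holds none of Z. Numbers and shares of reads therefore do not compare Z with the others like with like. By reads, chromosome 2 came first with 24.3%, to which the circular RNA of exons 2 and 3 of ENSAPLG00000008538 contributed more than any other molecule. Chromosome 1 held 13.6% of reads, chromosome 3 9.48% and chromosome Z 6.40%. The molecule of ENSAPLG00000008538 is listed under a pair of IDs and enters these shares under both. With each junction counted once, chromosome 2 held 19.7% of reads, chromosome 1 13.9%, chromosome 3 9.60% and chromosome Z 7.88%. The circular RNAs of chromosome Z had a median of 8 reads over the 6 libraries, those of unplaced scaffolds 6 and those of the numbered chromosomes 4. These medians do not compare like with like. All 2005 intergenic circular RNAs had at least 2 reads in a library, while the exonic ones fell from 13043 to 10136 under that limit. The higher median is therefore not a trait of chromosome Z that these counts can show.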

The predominant type of circular RNA in the duck skeletal muscle was circRNA (approximately 80%), while the ciRNAs and intergenic circular RNAs were the minor types (Figure 1C). 

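Exonic circRNAs were 79.9 ± 0.434% of the circular RNAs of an E13 library and 78.3 ± 1.40% of an E19 library (mean ± SD, n = 3 each; exact permutation p = 0.2). The share of ciRNAs, which come from introns that escape debranching, was 6.55 ± 0.325% and 8.00 ± 1.79% (exact p = 0.4), and that of intergenic circular RNAs 13.6 ± 0.146% and 13.7 ± 0.567% (exact p = 0.8). The smallest p that 3 against 3 libraries can give is 0.1. Over all libraries together, exonic circRNAs took 78.4% of the molecules and 79.6% of the reads. Counting only molecules with at least 2 reads in a library gives 75.7%, and counting each junction once gives 76.0%.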

A total of 1175 circular RNAs were detected in all of the six samples; 1663 circular RNAs were expressed in three of the E13 samples, and 1890 circular RNAs were found in all of the E19 samples (Figure 1D and Figure S2). 

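The 1175 molecules present in all 6 libraries include abundant ones of NRBP1, SETD3 (a histidine methyltransferase of actin) and GAS2. Of the 612 circular RNAs with at least 100 reads, 560 were in all 6 libraries. Most circular RNAs of the table are rare: 10321 (62.1%) were seen in 1 library, and 3055 rest on a single read. A library held 5094 ± 414 circular RNAs at E13 and 5749 ± 580 at E19 (mean ± SD, n = 3; exact permutation p = 0.2). After each library was thinned to the smallest total of back-splice reads, the numbers were 4864 ± 189 and 5162 ± 263 (exact p = 0.2). The paper's own numbers per library are lower, such as 3354 against 5511 here in E13 replicate 1. They are close to those of 1 of the lists that make up the table.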

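A single circular RNA, that of exons 2 and 3 of ENSAPLG00000008538 (chromosome 2, 46125 to 49485), stood far above the others in the breast muscle. Listed as circRNA3307, it averaged 587 ± 114 SRPBM at E13 and 1472 ± 697 at E19, and its log2 change was 1.33 (edgeR adjusted p = 0.0428), and in its other listing, circRNA1989, 1.32 (adjusted p = 0.0441), which each stayed past 0.05 in 5 of 14 alternative settings. Next in level were circRNA3839 of chromosome Z and the circular RNAs of NAA16 and GAS2. The circular RNA of NRBP1 was as abundant at E13 (83.3 SRPBM) as at E19 (87.3), and so close to no change that its sign turned with the scaling. The circRNA of NAA16, circRNA2963, changed by 0.57 (edgeR adjusted p = 0.530) and circRNA3729 of chromosome Z by 0.49 (adjusted p = 0.701). The 10 IDs with the most reads in a library took 13.4 ± 0.748% of back-splice reads at E13 and 20.5 ± 4.07% at E19 (exact permutation p = 0.1, the smallest possible), and 24.9% in E19 replicate 2. A circular RNA listed under a pair of IDs, such as that of ENSAPLG00000008538, enters these shares under both. The shares with each junction counted once were not computed.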

Overall, the RNA sequencing data showed that circular RNAs are copiously expressed in duck embryonic skeletal muscle.

### 3.2. Identification of Differentially Expressed Circular RNAs

To explore the potential functions of the circular RNAs expressed in the duck skeletal muscle, we performed a differential expression analysis using the following criteria: a |log_2_ fold change| of ≥ 1 and a *p*-value of ≤ 0.05 (Figure 2A). A total of 260 circular RNAs, of which 155 were upregulated and 105 were downregulated, were differentially expressed between the E19 group and the E13 group (Figure 2B). 

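The fall with the smallest p was that of the circular RNA of exons 2 and 3 of FGFR2 (listed as circRNA1120 and circRNA4799, chromosome 6, 31855952 to 31856981), a receptor of fibroblast growth factors. As circRNA1120 it dropped from 204, 86 and 448 reads at E13 to 15, 6 and 15 at E19, a log2 change of -4.37 (SE 0.511, edgeR adjusted p = 2.73e-08), and as circRNA4799 by -4.43 with the same adjusted p. A longer molecule of the same gene, circRNA1118 of exons 2 to 5, changed by -4.09 (SE 0.674, edgeR adjusted p = 6.91e-05). Among those that rose, circRNA3743 of chromosome Z went from 51, 39 and 28 reads to 204, 255 and 281 (2.62, SE 0.416, edgeR adjusted p = 4.27e-05). The circular RNA of exons 7 and 8 of CNKSR2, a scaffold protein of Ras signalling, rose by 2.74 as circRNA2759 (edgeR adjusted p = 0.0027) and by 2.89 in its other listing, circRNA5113 (adjusted p = 0.00127). Of 4202 circular RNAs tested, 54 differed at an adjusted p under 0.05, 35 higher and 19 lower at E19, and 42 of 3609 with each junction counted once, 28 higher and 14 lower. At the paper's thresholds there were 358, 242 higher and 116 lower. With total back-splice reads as library size the balance turned (151 higher, 183 lower), and it stayed toward higher with TMM factors (205 and 146) and DESeq2 (180 and 158). All 260 molecules in the authors' table moved in the same direction here, and 49 of them were among the 54. Both comparisons use the same counts on nearly the same scale, so the shared direction follows from that and is no independent support. The number 54 fell whichever library was left out. Without E13 replicate 1, 2 or 3 it was 3, 12 or 21, and without E19 replicate 1, 2 or 3 it was 23, 5 or 14. A fit on fewer libraries can pass fewer molecules for that reason alone, so a fall does not show dependence on the library left out. The FGFR2 molecule circRNA1120 and circRNA3743 were past 0.05 in 14 of 14 alternative settings, circRNA1118 in 12, circRNA5113 in 10 and circRNA2759 in 8.

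**Figure D1:**
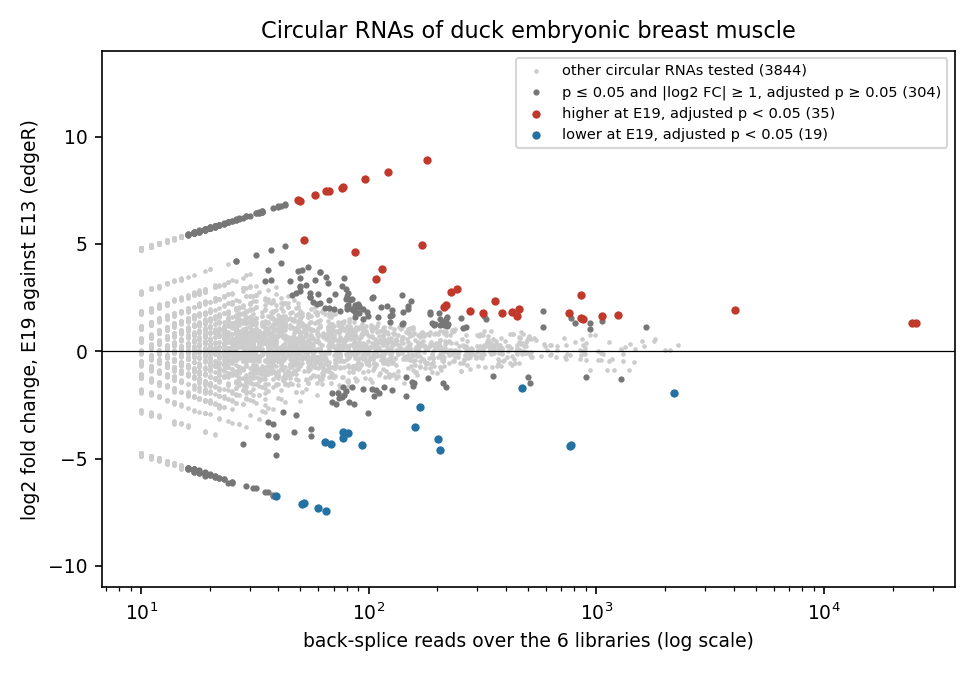
Log2 change from E13 to E19 (vertical axis) against back-splice reads over the 6 libraries (horizontal axis, log scale) for the 4202 circular RNAs tested. Each point is a circular RNA, red marks the 35 higher and blue the 19 lower at E19 at an adjusted p under 0.05, and dark grey those past the paper's thresholds alone. Points on the outermost slanted lines have 0 reads at a stage, so their fitted changes are no estimates of size. There are no error bars.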

The top 100 differentially expressed circular RNAs were then clustered. The data were normalized by SRPBM. 

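The stages were fully apart, with every E13 library on the same side of every E19 library, for 41 of the 54 molecules (75.9%), against 588 of the 4202 tested (14.0%) and 10% by chance. The 54 were chosen for differing between the same libraries, so their high share follows from that choice. FGFR2 circRNA1120 fell from 60.1 ± 45.0 to 2.89 ± 1.22 SRPBM (mean ± SD, n = 3). The molecule of exons 3 and 4 of ENSAPLG00000020683, circRNA1590, fell from 62, 56 and 29 reads to 5, 0 and 8 (-3.51, edgeR adjusted p = 0.00171). In the other direction, circRNA3743 went from 9.69 ± 2.54 to 59.6 ± 8.84 SRPBM, and circRNA3839, also of chromosome Z, from 68.9 ± 31.2 to 260.5 ± 93.1 (log2 change 1.92, edgeR adjusted p = 0.00171). The circular RNA of exons 24 to 26 of MAPKBP1, a scaffold of JNK signalling, rose from 24.1 ± 5.23 to 77.0 ± 10.7 SRPBM (1.67, edgeR adjusted p = 0.0107). That of exons 11 to 13 of STK39, a stress kinase that regulates ion transport, rose from 13.8 ± 2.06 to 47.5 ± 9.70 (1.78, edgeR adjusted p = 0.00973). In the 14 alternative settings, circRNA1590 was past 0.05 in 10 and circRNA3839 and the circular RNAs of MAPKBP1 and STK39 in 7 each. Of the 54, 5 had all their reads in a single library.

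**Figure D2:**
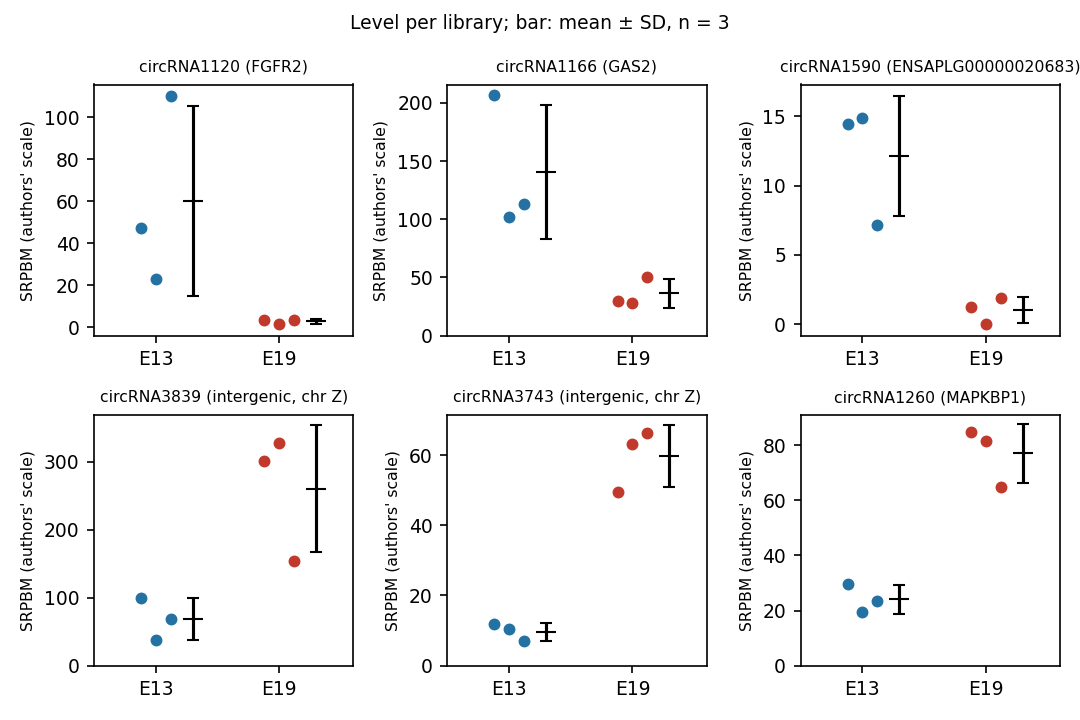
SRPBM of circRNA1120 (FGFR2), circRNA1166 (GAS2), circRNA1590, circRNA3839, circRNA3743 and circRNA1260 (MAPKBP1), each in its own panel, at E13 and E19. Each point is a library (n = 3 per stage) and the bars beside them are mean ± SD.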

The results showed that the upregulated and downregulated circular RNAs were quite distinct between the E13 and E19 groups (Figure 2C). 

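Several molecules had reads at a single stage or almost so. The circular RNA of NAV3, a protein that guides growing axons and cell migration, had 0 reads at E13 and 22, 21 and 15 at E19 (circRNA10981, at least 18.9-fold higher against a floor of 3 reads over the stage, edgeR adjusted p = 0.00403). On chromosome Z, circRNA11108 had 0 reads at E13 and 14, 23 and 30 at E19 (at least 21.7-fold higher, edgeR adjusted p = 0.00127). The circular RNA of exons 2 to 5 of ATRNL1, a membrane protein related to attractin, had 7, 16 and 16 reads at E13 and 0 at E19 (circRNA1101, at least 13.5-fold lower, edgeR adjusted p = 0.0489). That of exon 1 of BCL11B, a transcription factor, had 61 reads at E13 and 3 at E19 as circRNA1316 (edgeR adjusted p = 0.0417), and 65 and 3 in its other listing, circRNA4493, a ratio of 22.1 (95% counting interval 7.25 to 110, adjusted p = 0.0295). This interval counts the reads pooled over a stage. Both the interval and the lower limits of fold leave out the spread between libraries. Of the 358 molecules at the paper's thresholds, 109 had reads at E19 alone and 57 at E13 alone. Some of these zeros come from reads divided between the IDs of a junction. With each junction counted once the numbers were 97 and 52. Past 0.05 in the 14 alternative settings were circRNA11108 in 11, NAV3 in 8, circRNA4493 in 6, circRNA1316 in 3 and ATRNL1 in 2.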

A total of 170 circular RNAs were expressed in both of the groups, of which 57 were specifically expressed in the E19 group and 33 were uniquely expressed in the E13 group (Figure 2D). The results demonstrate that duck embryonic breast muscle development is characterized by the differential expression of many circular RNAs.

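Summed over the circular RNAs listed under a gene name, FGFR2 lost most of its circular output, from 937 reads at E13 to 47 at E19 (log2 change -4.33, SE 0.498, edgeR adjusted p = 7.55e-07). Circular RNAs under another name of the gene are left out, except where each junction is counted once. GAS2, which encodes a protein bound to actin and microtubules, went from 1895 to 482 (-1.99, edgeR adjusted p = 0.00311), and ATRNL1 from 187 to 25 (-2.90, adjusted p = 0.00311). NOX4, an oxidase that makes hydrogen peroxide, rose from 11 to 211 reads (4.16, edgeR adjusted p = 0.000252), or from 19 to 223 with each junction counted once (3.48, adjusted p = 2.21e-08). ZNF385B, a zinc finger protein listed under ENSAPLG00000003705, rose from 148 to 666 (2.16, edgeR adjusted p = 0.00253). MAPKBP1 rose from 301 to 967 reads (edgeR adjusted p = 0.0102). Of 2353 gene names tested, 34 differed, 25 higher and 9 lower, but 14 higher and 21 lower with total back-splice reads as library size. FGFR2, ATRNL1 and ADCY2 are among the 34 under both a symbol and an Ensembl ID, and with names joined and each junction counted once 50 of 1836 genes differed, 33 higher and 17 lower. Without E13 replicate 1, 2 or 3 the number was 3, 12 or 11, and without E19 replicate 1, 2 or 3 it was 18, 5 or 26. FGFR2 was past 0.05 in 14 of 14 alternative settings, NOX4 in 13, GAS2 and ATRNL1 in 11, ZNF385B in 10 and MAPKBP1 in 9.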

### 3.3. Enrichment Analysis of the Differentially Expressed Circular RNAs

Both circular RNAs and mRNAs originate from pre-mRNA splicing, and circular RNAs can regulate the expression of other transcripts of their parental genes. To predict the function of circular RNAs in embryonic skeletal muscle development, a Gene Ontology (GO) enrichment was performed for the parental genes of the differentially expressed circular RNAs in terms of cellular components, biological processes, and molecular functions. The parental genes were associated with 182 GO terms. 

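The GO term with the smallest p in the paper's table is adenylate cyclase activity (Fisher exact p = 3.62e-08, recomputed from the listed counts), the making of cyclic AMP from ATP. Its 6 names are 3 genes, ADCY1, ADCY2 and ADCY9, each entered once by symbol and once by Ensembl ID. Ephrin receptor activity holds 5 names and 3 genes of the receptors that guide cells by contact. Protein kinase activity reached a Fisher exact p of 0.0488. In all, 182 of 881 listed terms had a p under 0.05, and 61 did after Benjamini-Hochberg adjustment. Of the 175 terms whose names can all be read, 148 hold fewer genes than names, and 106 rest on a single gene.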

Protein binding, ATP binding, protein kinase activity, nucleus, membrane, integral component of membrane, protein phosphorylation, intracellular signal transduction, and G protein-coupled receptor signaling were the most highly enriched GO terms (Figure 3A). The parental genes were also enriched in muscle-related GO terms, including regulation of skeletal muscle cell differentiation (*p* < 0.01) and cardiac muscle tissue regeneration (*p* < 0.01) (Table S4). In addition, a Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that the parental genes of the differentially expressed circular RNAs were significantly enriched in 16 signaling pathways, including gap junctions, the calcium signaling pathway, purine metabolism, progesterone-mediated oocyte maturation, adrenergic signaling in cardiomyocytes, vascular smooth muscle contraction, the GnRH signaling pathway, and cardiac muscle contractions (Figure 3B, Table S5). Furthermore, we performed a protein–protein interaction (PPI) analysis of the parental genes using STRING. 

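The muscle terms rest on very few genes. Regulation of skeletal muscle cell differentiation holds RBFOX1, a splicing factor of muscle and nerve, under its symbol and its Ensembl ID (Fisher exact p = 0.00333, adjusted 0.0481). Cardiac muscle tissue regeneration holds ERBB4, a receptor of neuregulins, again under both names (Fisher exact p = 0.00652, adjusted 0.0683). Myotube cell development holds DMD, which encodes dystrophin, and SMYD3, a histone methyltransferase (Fisher exact p = 0.0156). Under its symbol, the circular reads of RBFOX1 went from 110 at E13 to 41 at E19 (log2 change -1.43, edgeR adjusted p = 0.292). With both names joined and each junction counted once, they went from 128 to 71 (-0.86, edgeR adjusted p = 0.495).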

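Gap junction, the pathway of channels that couple neighbouring cells, holds 9 names and 5 genes: ADCY1, ADCY2, ADCY9 and the growth factors PDGFC and PDGFD (Fisher exact p = 0.000127, adjusted 0.00664). The calcium signaling pathway holds the same 3 adenylate cyclases with ERBB4, PPP3CC (a subunit of calcineurin) and RYR3 (a calcium release channel), 10 names in all (Fisher exact p = 0.000502). GnRH signaling holds the 3 adenylate cyclases alone. Cardiac muscle contraction holds CACNA2D1, a calcium channel subunit (Fisher exact p = 0.466). Of 71 pathways, 15 had p under 0.05, and 10 of these list an adenylate cyclase. Without the adenylate cyclase genes 6 pathways had p under 0.05, among them the MAPK signaling pathway (Fisher exact p = 0.0355), which is not among the 15. With each gene counted once there were 12, gap junction had a Fisher exact p = 0.0172 (adjusted 0.170), and 0 passed after adjustment.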

A total of 36 proteins encoded by the parental genes of the differentially expressed circular RNAs interacted with other parental gene products, including some muscle-related proteins, such as the fibroblast growth factor receptor 2 (*FGFR2*), members of the adenylate cyclase and EPH families, and erythropoietin-producing hepatoma (*RBFOX1*) (Figure 3C). These results indicate that differentially expressed circular RNAs are associated with muscle development.

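The paper's network holds parental genes of single circular RNAs called at an unadjusted p. Here reads were summed per gene name and judged by an adjusted p. All adenylate cyclases, EPH receptors and ephrins with at least 10 reads were taken, whether the authors called them or not. Of these and FGFR2, FGFR2 and ADCY2 passed an edgeR adjusted p of 0.05. A gene that did not pass can still hold a circular RNA called by the authors, such as circRNA5830 of EPHA5. ADCY2 rose from 61 reads at E13 to 280 at E19 (log2 change 2.16, SE 0.425, edgeR adjusted p = 0.00311; past 0.05 in 11 of 14 alternative settings), while ADCY1 (5 to 32 reads, adjusted p = 0.534), ADCY9 (27 to 50, adjusted p = 0.926) and ADCY5 (18 to 17, adjusted p = 0.993) did not pass. Among the EPH receptors, which sense ephrins on neighbouring cells, EPHA3 had the most reads and fell from 412 to 170 (-1.30, edgeR adjusted p = 0.106; -1.27, adjusted p = 0.0350, with each junction counted once). Its circRNA4837 fell from 179, 88 and 94 reads to 53, 16 and 41 (-1.73, edgeR adjusted p = 0.0414), past 0.05 in 4 of 14 alternative settings, and by -1.49 (adjusted p = 0.0515) with the junction counted once. EPHA5 (72 to 52 reads, edgeR adjusted p = 0.959), EPHA7 (54 to 33, adjusted p = 0.893), EPHA4 (6 to 33, adjusted p = 0.513; 23 to 42 with each junction counted once) and EPHB6 (25 to 12, adjusted p = 0.944) did not pass, nor did the ligand EFNB2 (6 to 9, adjusted p = 0.989). ADCY5, ADCY9, EPHA5 and EFNB2 changed sign over the alternative settings, as did EPHB1 under its Ensembl ID. EPHB1 had 0 reads at E13 under its symbol, but 22 at E13 and 52 at E19 with each junction counted once (1.23, edgeR adjusted p = 0.644).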

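Circular RNAs of genes that build the contractile fibre were mostly higher at E19 by sign, most of them on few reads. LMO7, an adaptor at cell junctions and in muscle, rose from 12 to 115 reads (log2 change 3.20, SE 0.788, edgeR adjusted p = 0.0258), and by 1.81 (adjusted p = 0.00677) with each junction counted once. DMD had 31 and 85 reads at the stages (edgeR adjusted p = 0.411), LDB3, a Z-disc protein, 19 and 59 (adjusted p = 0.464), MYOM2, an M-band protein, 2 and 20 (adjusted p = 0.622), and FHOD3, which assembles actin in sarcomeres, 23 and 19 (adjusted p = 0.989). Of the 11 sarcomere genes tested, 10 had a positive sign and 1 was past the threshold (fry on limma voom, adjusted p = 0.0037; camera, adjusted p = 0.0142). The group result was not past 0.05 by fry without E19 replicate 1 (adjusted p = 0.0854), without E19 replicate 2 (0.0586), with replicate number as a block (0.0990) or with each junction counted once (0.117), nor by camera without E13 replicate 1 (0.0998), without E19 replicate 3 (0.0869) or with an estimated correlation (0.326). LMO7 was past 0.05 in 6 of 14 alternative settings. Among myogenic regulators and fusion genes, ITGA9, an integrin, rose from 59 to 198 reads (1.72, edgeR adjusted p = 0.0478), and SETD3 joined it when the adjustment was over the list alone (2 of 17 genes; fry adjusted p = 0.534). In the hedgehog and Wnt list, RSPO2, a Wnt agonist that promotes myogenesis, fell from 73 to 4 reads (-4.05, adjusted p = 0.0588, 0.00637 over the list alone) and GLI3, a transcription factor of hedgehog signalling, from 992 to 407 (-1.31, adjusted p = 0.0659, 0.00637 over the list alone; fry adjusted p = 0.502, camera 0.115). RSPO2 and GLI3 passed over all genes with each junction counted once (edgeR adjusted p = 0.00189 and 0.0136). By camera this list was past 0.05 with each junction counted once (0.0215), with that and TMM factors (0.0109) and without E13 replicate 2 (0.0116), but not with an estimated correlation (0.386, or 0.450 with each junction counted once). Genes of cyclic AMP signalling (fry adjusted p = 0.116), growth factors and their receptors (0.397), EPH receptors and ephrins (0.534), calcium handling (0.760), the cell cycle (0.608), chromatin (0.611) and splicing (0.534) were not past 0.05 as groups with a common direction by this limma test. With TMM factors, cyclic AMP signalling (0.0256, up) and growth factors (0.0177, down) were past it by fry. By camera, cyclic AMP signalling was past it without E13 replicate 2 (0.0358) and growth factors without E13 replicate 3 (0.0289), but neither in the main setting (0.137 and 0.115) or with an estimated correlation (0.386 each). Of the cell type markers, neither connective tissue (0.672) nor nerve and Schwann cells (0.672) was past it by directional fry on limma voom values. A simulated list of 30 genes, all doubled at E19, was not past 0.05 by fry either (adjusted p = 0.0533), but was by camera (0.00305). A fry value above 0.05 therefore does not show that a list is unmoved. The mixed form of fry, which takes changes in either direction, was past 0.05 for the sarcomere list (limma voom, adjusted p = 0.000296), growth factors (0.00843), EPH receptors, cyclic AMP signalling and chromatin (0.0190 each) and nerve and Schwann cells (0.0236). Without E13 replicate 1 it was past 0.05 for none of these (0.0505 for the sarcomere list, up to 0.106 for EPH receptors). With replicate number as a block, EPH receptors (0.0706), chromatin and nerve and Schwann cells (0.110 each) were not past it. In the main setting, SLIT3 alone of the nerve list passed over that list (147 to 30 reads, edgeR adjusted p = 0.0260). With each junction counted once, 2 genes of that list passed over all genes as higher and 1 as lower. Among the higher was ANK2, an ankyrin (1.26, edgeR adjusted p = 0.0370), and the lower was SLIT3 (-2.40, 0.000437). Adjusted over its list alone, the EPH list had EPHA3 and, by its zeros under the symbol, EPHB1 (edgeR adjusted p = 0.0114 each; EPHB1 0.432 with each junction counted once), cyclic AMP signalling ADCY2 and growth factors FGFR2, while the calcium, cell cycle, chromatin, splicing and connective tissue lists had 0. With each junction counted once, RYR3 of the calcium list passed over all genes (6 to 62 reads, 3.24, edgeR adjusted p = 0.0273), and with TMM factors the calcium list had 1 lower over the list alone. From the enriched terms and the interacting proteins, the paper states an association of the circular RNAs that differ with muscle development.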

### 3.4. Verification of the Differential Expression Circular RNAs

To validate the differential expression of the circular RNAs identified in this study, seven circRNAs were randomly selected for qRT-PCR detection. To increase the accuracy of the qRT-PCR, primers were designed with the forward primer crossing the back-splicing junction site. The expression patterns of the selected circRNAs according to the qPCR verification were consistent with the RNA sequencing results, except in the case of circSETD3-1 (Figure 4). CircGAS2-2, circFGFR2-2, circPEPD-1, and circGLI3-1 were significantly downregulated, whereas circSTK39 and circMAPKBP1-1 were significantly upregulated. These results indicate that the sequencing analysis was reliable.

### 3.5. Experimental Validation and Spatiotemporal Expression of circGAS2-2

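Among the 116 circular RNAs lower at E19 at the paper's thresholds, that of exons 5 to 7 of GAS2 (circRNA1166, the exons of circGAS2-2) ranked 1 by level. It averaged 88.5 SRPBM over the 6 libraries, against 52.3 for the next, circRNA2204 of GLI3. Reads went from 890, 386 and 461 at E13 to 123, 114 and 215 at E19, or from 141 ± 57.3 to 36.3 ± 12.5 SRPBM (mean ± SD, n = 3). The log2 change was -1.96 (SE 0.386, edgeR adjusted p = 0.00167). Leaving out E13 replicate 1 gave -1.57 (adjusted p = 0.203), E19 replicate 1 -1.84 (0.111) and E19 replicate 2 -1.81 (0.229), and the edgeR exact test gave an adjusted p of 0.0611. Adjusted p ranged from 3.40e-12 to 0.229 over the 14 alternatives, and 10 were under 0.05.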

Owing to the abundant expression of downregulated circular RNAs, circGAS2-2 was selected as the candidate circRNA for the subsequent functional validation experiments in duck primary breast myoblasts. The genomic structure of the duck *GAS2* gene is shown in Figure 5A. The *GAS2* gene is located on duck chromosome 5 and contains eight exons. Interestingly, the seven circular RNAs derived from the *GAS2* gene based on our sequencing data were all exonic circular RNAs. Of these circular RNAs, circGAS2-2 had the highest expression level. 

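The 7 circular RNAs listed under the symbol GAS2 all lie on the minus strand of chromosome 5 and share few ends. Those that end with exon 7 begin at exon 5 (circRNA1166), 4 (circRNA1167), 2 (circRNA1168) or 1 (circRNA1169). The others join exons 2 to 4 (circRNA1170), 2 to 3 (circRNA1171) and 1 to 4 (circRNA5713). Between the stages, circRNA1167 went from 75 to 28 reads (log2 change -1.44, SE 0.741, edgeR adjusted p = 0.434), and circRNA1168 from 37 to 2, a ratio of 18.9 (95% counting interval 4.88 to 162, adjusted p = 0.349). The interval counts the reads pooled over a stage, so it leaves out the spread between libraries (23, 9 and 5 reads against 0, 0 and 2). For circRNA1171 the reads went from 38 to 0, at least 13.0-fold lower against a floor of 3 reads over the stage (edgeR adjusted p = 0.0638). That limit leaves out the spread between libraries as well. The remaining molecules rest on 1, 2 and 5 reads. Under ENSAPLG00000001055, an ID matched to GAS2, a further circular RNA had 6 reads at E13 and 0 at E19.

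**Figure D3:**
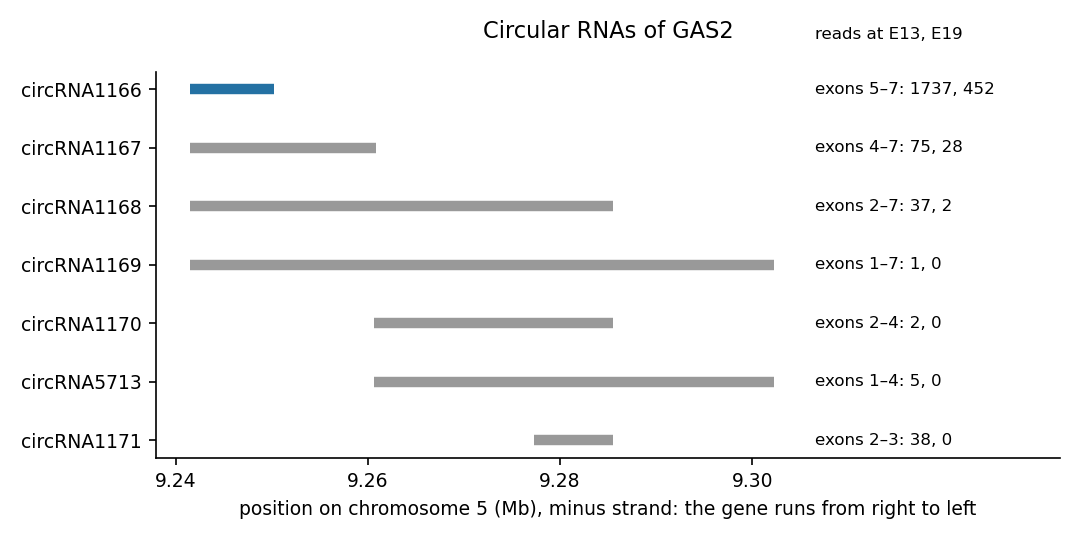
The 7 circular RNAs of GAS2 drawn over their span on chromosome 5 (horizontal axis, position), each on its own line with its exons and its back-splice reads at E13 and E19 (sums of 3 libraries). The gene runs from right to left. There are no error bars.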

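The molecule of exons 5 to 7 took 91.6 ± 1.98% of the back-splice reads of GAS2 at E13 and 94.9 ± 4.10% at E19 (mean ± SD, n = 3), so the fall of the gene's circular output is mainly its own. Its span on chromosome 5 runs from 9241517 to 9250291. A single splicing choice, exon 7 back to exon 5, therefore gave most of the circular RNA of GAS2 at both stages.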

A divergent and convergent primer set based on the duck *GAS2* genomic sequence was designed to confirm the sequence and junction site of circGAS2-2. The PCR procedure with the divergent and convergent primers was run using the cDNA and genomic DNA as templates. The electrophoresis results revealed that the convergent primer PCR products were amplified by both templates as expected, whereas no divergent primer PCR product was found with the genomic DNA template (Figure 5B). The RNase R treatment also confirmed the existence of circGAS2-2. The qRT-PCR data results demonstrated that RNase R had little effect on circGAS2-2; however, the RNA levels of *GAPDH*, which was used as a linear RNA control, were significantly decreased (Figure 5C). Furthermore, an analysis of the PCR products with the divergent primers by Sanger sequencing showed that the 5′ site of exon five and the 3′ site of exon seven were linked, indicating that circGAS2-2 is generated from the fifth, sixth, and seventh exons of *GAS2* (Figure 5D). The expression levels of circGAS2-2 on E10, E13, E16, E19, E22, and 1 day post-hatching (P1) were detected by qRT-PCR. The expression trend showed a gradual decline from E13 to P1 (Figure 5E,F). These findings demonstrate that circGAS2-2 exists and is expressed differently throughout embryonic skeletal muscle development, suggesting that circGAS2-2 may have key roles in duck muscle development.

### 3.6. circGAS2-2 Promotes the Proliferation of Duck Breast Primary Myoblasts

Given that circGAS2-2 was differentially expressed at several phases of the duck breast muscle development, we hypothesized that it might regulate the proliferation and differentiation of breast primary myoblasts. To confirm our hypothesis, duck primary myoblasts were isolated, cultured, and induced to differentiate. To investigate the function of circGAS2-2, an overexpression vector and short interfering RNAs (siRNAs) were constructed and electroporated into myoblasts. The group with the overexpression vector expressed circGAS2-2 with high efficiency compared with the group electroporated with pK25ssAAV-ciR, and the siRNA significantly knocked down the level of circGAS2-2 compared with the siRNA negative control (NC) group (Figure 6A). The cell cycle in the primary myoblasts from the ducks was analyzed using flow cytometry after the electroporation. The results revealed that the overexpression of circGAS2-2 significantly enhanced cell cycling by decreasing the number of cells in the G1 phase and increasing the number in the G2 phase (Figure 6B). By contrast, knockdown of circGAS2-2 markedly reduced the cell population in the G2 stage and retarded the cell cycle of the primary myoblasts (Figure 6C). The duck primary myoblasts were tested for proliferation vitality using the cell-counting assay. The groups electroporated with the overexpression plasmid had markedly higher proliferation vitality than the pK25ssAAV-ciR group at 36 h, 48 h, and 60 h after the electroporation (Figure 6D). Conversely, the electroporation with si-circGAS2-2 significantly suppressed the cell growth rate compared with the siRNA NC (Figure 6E). Taken together, these results suggest that circGAS2-2 promotes the proliferation of duck breast primary myoblasts. We also investigated the function of circGAS2-2 in myoblast differentiation. After electroporation with pK25ssAAV-ciR-circGAS2-2/pK25ssAAV-ciR and si-circGAS2-2/siRNA NC, the expression levels of the myoblast differentiation marker genes, myogenic factor 5 (*MYF5*), *MRF4,* myogenin (*MYOG*), and myogenic differentiation 1 (*MYOD1*), were determined. The qRT-PCR results showed that neither ectopic expression nor knockdown of circGAS2-2 significantly changed the expression levels of *MYOD1*, *MRF4*, *MYF5,* or *MYOG* (Figure S3), indicating that circGAS2-2 had no regulatory effect on myoblast differentiation.

## 4. Discussion

Circular RNAs have been found to be abundant and dynamically expressed in different tissues of various species. Non-canonical RNA splicing was detected in large transcriptome sequencing data, indicating that circular RNAs are universal in the transcriptome [43]. When circular RNAs in mice were identified, their biological function became a focus of speculation [44]. Circular RNA sequencing databases for various domestic animals, including pigs, cattle, and sheep, have now been constructed [27,45,46]. However, few studies have considered circular RNAs in poultry [28,47,48]. In this study, we investigated the expression of circular RNAs in two stages of duck breast muscle development. A total of 16,622 circular RNAs were identified in the E13 and E19 groups, which was greater than the number detected in duck follicles (4204) and chicken embryonic leg muscles (13,377) [28,48]. These results demonstrate that circular RNAs are universally abundant and dynamically expressed in different tissues. The circular RNAs identified in this study were mainly derived from exons, consistent with studies in chicken and pig muscles but not with those in duck follicles, indicating that back-splicing of pre-mRNA is tissue-specific [27,28,48].

We identified 260 circular RNAs that were differentially expressed between the E13 and E19 groups. These differentially expressed circular RNAs were significantly enriched in GO terms associated with skeletal muscle cell differentiation and muscle tissue regeneration. A KEGG analysis showed that the circular RNAs were significantly enriched in the following: gap junctions, the calcium signaling pathway, purine metabolism, vascular smooth muscle contraction, the GnRH signaling pathway, the MAPK signaling pathway, and cardiac muscle contraction. Gap junction proteins are associated with cell communication in cardiac muscle cells [49]. Calcium homeostasis has important roles in controlling the fate of muscle tissue through multiple pathways, and calcium signaling has a vital regulatory function in duck breast muscle development [50,51]. Moreover, the MAPK and GnRH signaling pathways are associated with animal body weight and contribute to muscle growth [52,53]. According to the PPI analysis, many proteins encoded by the parental genes of the differentially expressed circular RNAs had interactions with other parental proteins. *FGFR2* is an important activator of satellite cells in skeletal muscle growth, and circFGFR2 promotes the proliferation and differentiation of primary myoblasts [2,54]. Taken together, these results indicate that differentially expressed circular RNAs may participate in skeletal muscle growth and development via regulation of their parental genes.

Circular RNAs, which play a major role in myogenesis by acting as sponges for miRNAs, have not yet been fully understood [29,55]. As a scaffold for miR-378a-3p, circLMO7 increases histone deacetylase 4 (*HDAC4*) expression, decreases myocyte enhancer factor 2A (*MEF2A*) expression, and promotes the differentiation of myoblasts [56]. Circular RNAs also regulate myogenesis by producing functional peptides [14]. Genes containing multiple exons usually generate different circular transcripts by alternative back-splicing [37]. In this study, many duck genes were found to transcribe several circular RNAs, most of which were circRNAs. 

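More than 1 circular RNA per gene was the usual case: 2426 of the 4129 parental genes (58.8%) had at least 2 junctions, 222 had at least 10, and the highest number was 36. GAS2 and FGFR2 are such genes, and in each a single junction gave most of the reads. The 10179 exonic circular RNAs with exon numbers had a median of 3 exons. The first exon of the circle was exon 2 in 23.7% of them, which held 42.4% of their reads, and exon 1 in 5.83%. Exon 1 of a transcript has no upstream intron and so no acceptor site for back-splicing in that transcript.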

A total of seven circRNAs were produced by the *GAS2* gene. We selected a circRNA derived from the duck *GAS2* gene for validation experiments in myoblasts, owing to its high expression levels among the downregulated circular RNAs. Before the myoblast experiments, we used divergent–convergent primer PCR, Sanger sequencing, and RNase R treatments to validate the presence of circGAS2-2. The results demonstrated that circGAS2-2 is abundantly expressed in duck breast muscle.

The growth arrest-specific (GAS) gene family has been linked to reversible growth arrest. The actin cytoskeleton and cell shape are swiftly reset by GAS2-regulated microfilament changes in response to growth arrest triggered by environmental stimuli, such as apoptosis, distinct proliferative stimulation, and varied growth factors [57]. The GAS2 protein is an apoptotic regulator that interacts with caspase-3 and caspase-7 and promotes the proliferation of T-cell acute lymphoblastic leukemia by activating the Wnt/β-catenin pathway [58,59,60]. The function of *GAS2* in muscle development has not yet been reported. In this study, we found that circGAS2-2 could promote the proliferation of duck breast primary myoblasts by facilitating the progression of the cell cycle. However, neither overexpression nor knockdown of circGAS2-2 had any significant effect on the expression levels of the myoblast differentiation-determining factors (*MYOD1*, *MYOG*, *MYF5*, and *MRF4*), indicating that circGAS2-2 does not regulate duck myoblast differentiation. Thus, further investigation is needed to determine the underlying mechanisms by which circGAS2-2 promotes myoblast proliferation.

## 5. Conclusions

In conclusion, our results showed that circular RNAs were abundantly and differentially expressed during the process of duck skeletal muscle development. The circular RNA circGAS2-2, which is derived from *GAS2*, could promote myoblast proliferation in ducks.

## Figures and Tables

**Figure 1:**
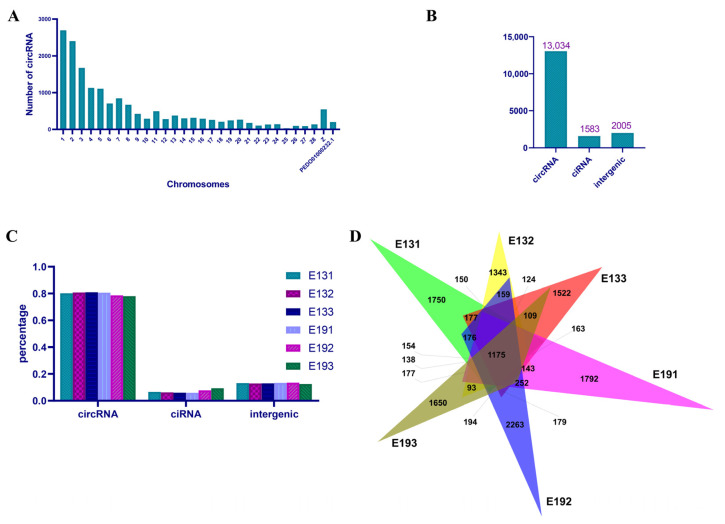
Circular RNA expression profiling. (**A**) Distribution of circular RNAs on duck chromosomes. (**B**) Numbers of different types of circular RNA. (**C**) Percentages of different types of circular RNA in each sample. circRNA, exonic circular RNA; ciRNA, intronic circular RNA; intergenic, circular RNA generated from intergenic sequence. (**D**) Venn diagrams of circular RNAs expressed in each sample.

**Figure 2:**
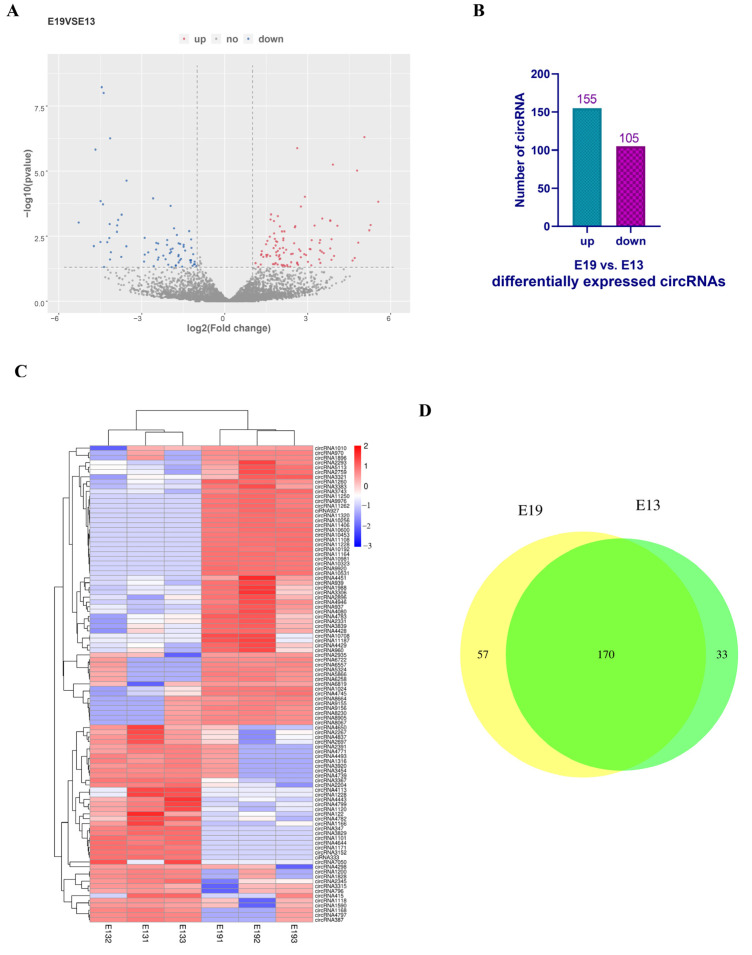
Circular RNAs are expressed differently in two stages of duck embryonic breast muscle development. (**A**) Volcano plot of circular RNAs expressed at E19 vs. E13. The red dots represent upregulated circular RNAs; the blue dots represent downregulated circular RNAs; the grey dots represent no difference in expression. (**B**) Numbers of upregulated and downregulated circular RNAs. (**C**) Heat map of the top 100 differentially expressed circular RNAs at E19 vs. E13 in the pectorales. (**D**) Venn diagrams of differentially expressed circular RNAs at E19 vs. E13.

**Figure 3:**
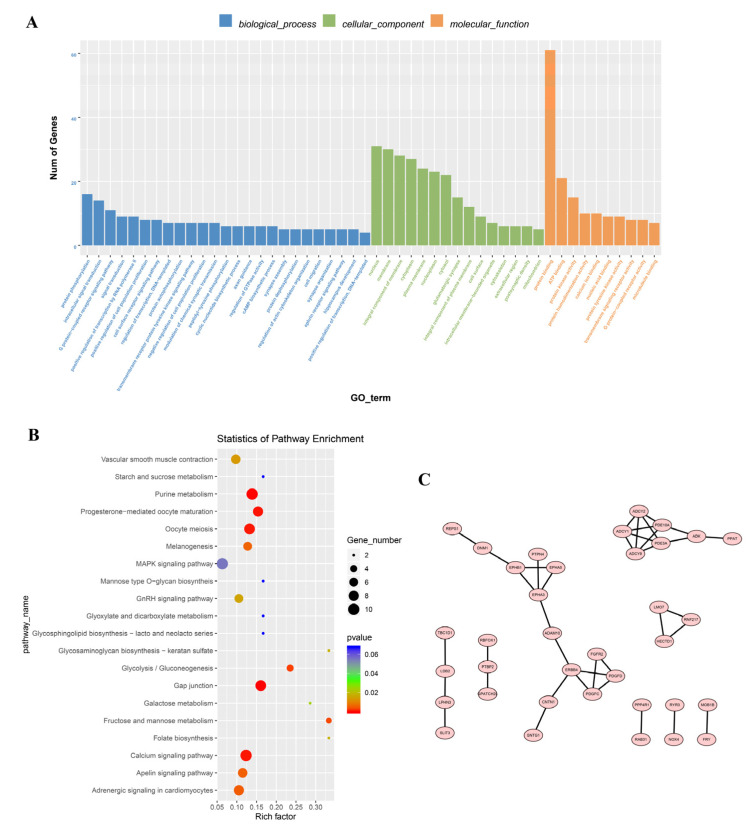
Enrichment of the differentially expressed circRNAs. (**A**) Classification of the parental genes of the differentially expressed circular RNAs based on GO functions. The top 10, 15, and 25 terms in molecular functions, cellular components, and biological processes are displayed, respectively. (**B**) The top 20 enriched KEGG pathways of the parental genes of the circular RNAs with differential expression. (**C**) PPI network for the parental genes of the differentially expressed circular RNAs.

**Figure 4:**
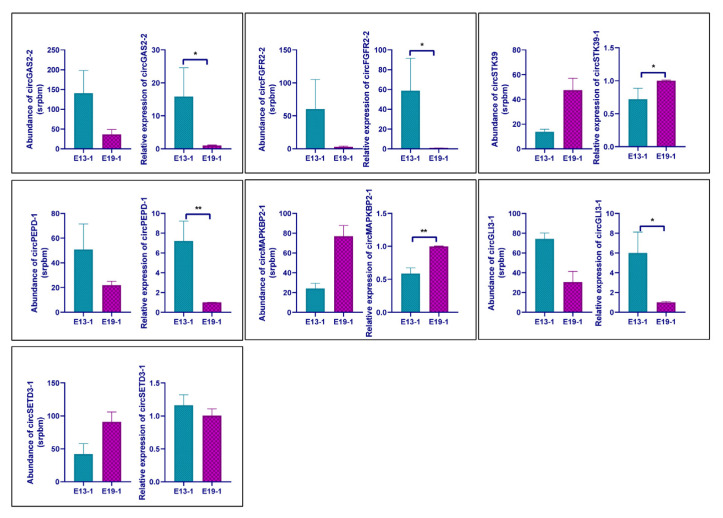
qRT-PCR verification of the differentially expressed circRNAs. The values are shown as means ± SEM. * *p* < 0.05; ** *p* < 0.01.

**Figure 5:**
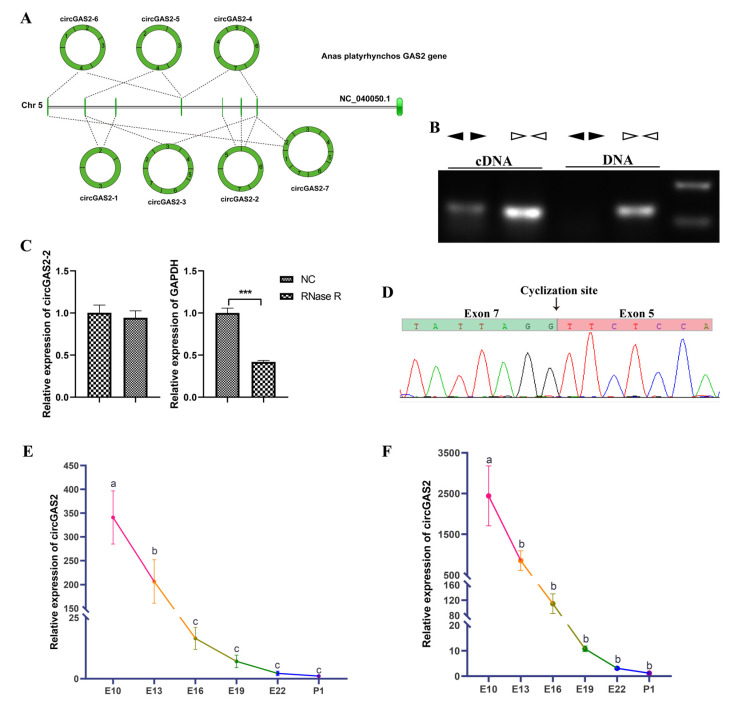
Validation and differential expression of circGAS2-2. (**A**) Scheme of the genomic structure and circular transcripts of *GAS2*. The green rectangles and the green vertical lines represent the exons of *GAS2*. The circular rings represent seven circRNAs derived from *GAS2*. (**B**) A divergent primer set amplified the fragment of circGAS2-2 in cDNA but not in genomic DNA. The black triangles represent the divergent primers, and the white triangles represent the convergent primers. (**C**) qRT-PCR results showing that RNase R had no impact on circGAS2-2. (**D**) Sanger sequencing results confirming the junction sequence of circGAS2-2. (**E**,**F**) Spatiotemporal expression of circGAS2-2 from E10 to P1 in breast muscle and leg muscle, respectively. The values are shown as means ± SEM. *** *p* < 0.001. The different letters indicate significant differences between the two groups (*p* < 0.05).

**Figure 6:**
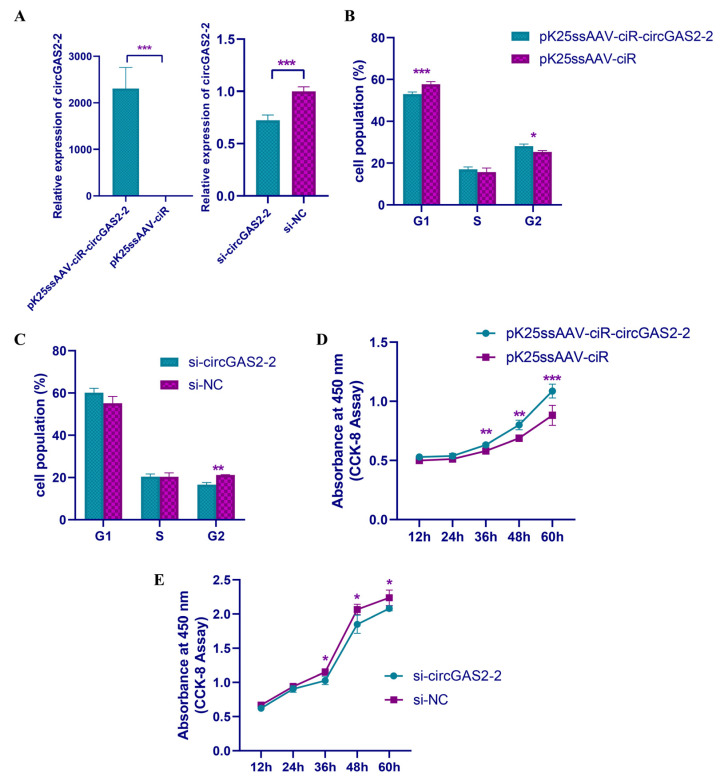
circGAS2-2 accelerates the cell cycle and promotes the proliferation of duck primary myoblasts. (**A**) Relative expression levels of circGAS2-2 after electroporation of myoblasts with pK25ssAAV-ciR-circGAS2-2/pK25ssAAV-ciR and si-circGAS2-2/siRNA NC for 48 h. (**B**) Analyses of the cell cycle after electroporation with pK25ssAAV-cirGAS2-2 or pK25ssAAV-cirGAS2-2 on duck primary myoblasts. (**C**) Analyses of the cell cycle after electroporation with si-circGAS2-2 or siRNA NC in duck primary myoblasts. (**D**,**E**) Cell-counting assay of duck primary myoblasts after electroporation with pK25ssAAV-ciR-circGAS2-2/pK25ssAAV-ciR and si-circGAS2-2/siRNA NC for 12 h, 24 h, 36 h, 48 h, and 60 h. The values are shown as means ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

All raw sequencing data and processing files are available in the GEO with accession number GSE152947 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152947, to be released on 22 June 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/vetsci10020075/s1, Figure S1: PCR products of *CHD1* gene amplification; Figure S2: Venn diagrams of circular RNAs expressed in each sample from the same group; Figure S3: Expression of the myoblast differentiation-related gene after the overexpression and knockdown of circGAS2-2; Table S1: Primers and siRNA; Table S2: Mapping statistics; Table S3: The statistical result of the circular RNA identification; Table S4: The results of the GO enrichment; Table S5: The results of the KEGG enrichment analysis.

## References

[1] Scanes C.G., Harvey S., Marsh J.A., King D.B. (1984). Hormones and Growth in Poultry. Poult. Sci..

[2] Chen X., Ouyang H., Wang Z., Chen B., Nie Q. (2018). A Novel Circular RNA Generated by FGFR2 Gene Promotes Myoblast Proliferation and Differentiation by Sponging MiR-133a-5p and MiR-29b-1-5p. Cells.

[3] Braun T., Gautel M. (2011). Transcriptional Mechanisms Regulating Skeletal Muscle Differentiation, Growth and Homeostasis. Nat. Rev. Mol. Cell Biol..

[4] Abmayr S.M., Pavlath G.K. (2012). Myoblast Fusion: Lessons from Flies and Mice. Development.

[5] Buckingham M. (2001). Skeletal Muscle Formation in Vertebrates. Curr. Opin. Genet. Dev..

[6] Luo W., Wu H., Ye Y., Li Z., Hao S., Kong L., Zheng X., Lin S., Nie Q., Zhang X. (2014). The Transient Expression of MiR-203 and Its Inhibiting Effects on Skeletal Muscle Cell Proliferation and Differentiation. Cell Death Dis..

[7] Li Z., Cai B., Abdalla B.A., Zhu X., Zheng M., Han P., Nie Q., Zhang X. (2019). LncIRS1 Controls Muscle Atrophy via Sponging MiR-15 Family to Activate IGF1-PI3K/AKT Pathway. J. Cachexia Sarcopenia Muscle.

[8] Luo W., Chen J., Li L., Ren X., Cheng T., Lu S., Lawal R.A., Nie Q., Zhang X., Hanotte O. (2019). C-Myc Inhibits Myoblast Differentiation and Promotes Myoblast Proliferation and Muscle Fibre Hypertrophy by Regulating the Expression of Its Target Genes, MiRNAs and LincRNAs. Cell Death Differ..

[9] Memczak S., Jens M., Elefsinioti A., Torti F., Krueger J., Rybak A., Maier L., Mackowiak S.D., Gregersen L.H., Munschauer M. (2013). Circular RNAs Are a Large Class of Animal RNAs with Regulatory Potency. Nature.

[10] Rybak-Wolf A., Stottmeister C., Glažar P., Jens M., Pino N., Giusti S., Hanan M., Behm M., Bartok O., Ashwal-Fluss R. (2015). Circular RNAs in the Mammalian Brain Are Highly Abundant, Conserved, and Dynamically Expressed. Mol. Cell.

[11] Yuan X., Yuan Y., He Z., Li D., Zeng B., Ni Q., Yang M., Yang D. (2020). The Regulatory Functions of Circular RNAs in Digestive System Cancers. Cancers.

[12] Zhang P., Chao Z., Zhang R., Ding R., Wang Y., Wu W., Han Q., Li C., Xu H., Wang L. (2019). Circular RNA Regulation of Myogenesis. Cells.

[13] Jia E., Zhou Y., Liu Z., Wang L., Ouyang T., Pan M., Bai Y., Ge Q. (2020). Transcriptomic Profiling of Circular RNA in Different Brain Regions of Parkinson’s Disease in a Mouse Model. Int. J. Mol. Sci..

[14] Legnini I., Di Timoteo G., Rossi F., Morlando M., Briganti F., Sthandier O., Fatica A., Santini T., Andronache A., Wade M. (2017). Circ-ZNF609 Is a Circular RNA That Can Be Translated and Functions in Myogenesis. Mol. Cell.

[15] Pamudurti N.R., Bartok O., Jens M., Ashwal-Fluss R., Stottmeister C., Ruhe L., Hanan M., Wyler E., Perez-Hernandez D., Ramberger E. (2017). Translation of CircRNAs. Mol. Cell.

[16] Chen L.-L. (2020). The Expanding Regulatory Mechanisms and Cellular Functions of Circular RNAs. Nat. Rev. Mol. Cell Biol..

[17] Li Z., Huang C., Bao C., Chen L., Lin M., Wang X., Zhong G., Yu B., Hu W., Dai L. (2015). Exon-Intron Circular RNAs Regulate Transcription in the Nucleus. Nat. Struct. Mol. Biol..

[18] Liu Y., Su H., Zhang J., Liu Y., Feng C., Han F. (2020). Back-Spliced RNA from Retrotransposon Binds to Centromere and Regulates Centromeric Chromatin Loops in Maize. PLoS Biol..

[19] Salmena L., Poliseno L., Tay Y., Kats L., Pandolfi P.P. (2011). A CeRNA Hypothesis: The Rosetta Stone of a Hidden RNA Language?. Cell.

[20] Du W.W., Yang W., Liu E., Yang Z., Dhaliwal P., Yang B.B. (2016). Foxo3 Circular RNA Retards Cell Cycle Progression via Forming Ternary Complexes with P21 and CDK2. Nucleic Acids Res..

[21] Zeng Y., Du W.W., Wu Y., Yang Z., Awan F.M., Li X., Yang W., Zhang C., Yang Q., Yee A. (2017). A Circular RNA Binds To and Activates AKT Phosphorylation and Nuclear Localization Reducing Apoptosis and Enhancing Cardiac Repair. Theranostics.

[22] Qin T., Li J., Zhang K.-Q. (2020). Structure, Regulation, and Function of Linear and Circular Long Non-Coding RNAs. Front. Genet..

[23] Jeck W.R., Sorrentino J.A., Wang K., Slevin M.K., Burd C.E., Liu J., Marzluff W.F., Sharpless N.E. (2013). Circular RNAs Are Abundant, Conserved, and Associated with ALU Repeats. RNA.

[24] Dori M., Bicciato S. (2019). Integration of Bioinformatic Predictions and Experimental Data to Identify CircRNA-MiRNA Associations. Genes.

[25] Shen X., Liu Z., Cao X., He H., Han S., Chen Y., Cui C., Zhao J., Li D., Wang Y. (2019). Circular RNA Profiling Identified an Abundant Circular RNA CircTMTC1 That Inhibits Chicken Skeletal Muscle Satellite Cell Differentiation by Sponging MiR-128-3p. Int. J. Biol. Sci..

[26] Zhang P., Xu H., Li R., Wu W., Chao Z., Li C., Xia W., Wang L., Yang J., Xu Y. (2018). Assessment of Myoblast Circular RNA Dynamics and Its Correlation with MiRNA during Myogenic Differentiation. Int. J. Biochem. Cell Biol..

[27] Liang G., Yang Y., Niu G., Tang Z., Li K. (2017). Genome-Wide Profiling of Sus Scrofa Circular RNAs across Nine Organs and Three Developmental Stages. DNA Res..

[28] Ouyang H., Chen X., Wang Z., Yu J., Jia X., Li Z., Luo W., Abdalla B.A., Jebessa E., Nie Q. (2017). Circular RNAs Are Abundant and Dynamically Expressed during Embryonic Muscle Development in Chickens. DNA Res..

[29] Wang Y., Li M., Wang Y., Liu J., Zhang M., Fang X., Chen H., Zhang C. (2019). A Zfp609 Circular RNA Regulates Myoblast Differentiation by Sponging MiR-194-5p. Int. J. Biol. Macromol..

[30] Gu L.H., Xu T.S., Huang W., Xie M., Shi W.B., Sun S.D., Hou S.S. (2013). Developmental Characteristics of Pectoralis Muscle in Pekin Duck Embryos. Genet. Mol. Res..

[31] Chen B., Liu S., Zhang W., Xiong T., Zhou M., Hu X., Mao H., Liu S. (2022). Profiling Analysis of N6-Methyladenosine MRNA Methylation Reveals Differential M6A Patterns during the Embryonic Skeletal Muscle Development of Ducks. Animals.

[32] Li H., Hu Y., Song C., Ji G., Liu H., Xu W., Ding J. (2015). A New Primer for Sex Identification of Ducks and a Minimally Invasive Technique for Sampling of Allantoic Fluid to Detect Sex during Bird Embryo Development. Sex. Dev..

[33] Kechin A., Boyarskikh U., Kel A., Filipenko M. (2017). CutPrimers: A New Tool for Accurate Cutting of Primers from Reads of Targeted Next Generation Sequencing. J. Comput. Biol..

[34] Langmead B., Salzberg S.L. (2012). Fast Gapped-Read Alignment with Bowtie 2. Nat. Methods.

[35] Kim D., Pertea G., Trapnell C., Pimentel H., Kelley R., Salzberg S.L. (2013). TopHat2: Accurate Alignment of Transcriptomes in the Presence of Insertions, Deletions and Gene Fusions. Genome Biol..

[36] Kim D., Salzberg S.L. (2011). TopHat-Fusion: An Algorithm for Discovery of Novel Fusion Transcripts. Genome Biol..

[37] Zhang X.-O., Dong R., Zhang Y., Zhang J.-L., Luo Z., Zhang J., Chen L.-L., Yang L. (2016). Diverse Alternative Back-Splicing and Alternative Splicing Landscape of Circular RNAs. Genome Res..

[38] Gao Y., Wang J., Zhao F. (2015). CIRI: An Efficient and Unbiased Algorithm for de Novo Circular RNA Identification. Genome Biol..

[39] Zhang X.-O., Wang H.-B., Zhang Y., Lu X., Chen L.-L., Yang L. (2014). Complementary Sequence-Mediated Exon Circularization. Cell.

[40] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). EdgeR: A Bioconductor Package for Differential Expression Analysis of Digital Gene Expression Data. Bioinformatics.

[41] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Systematic and Integrative Analysis of Large Gene Lists Using DAVID Bioinformatics Resources. Nat. Protoc..

[42] Szklarczyk D., Gable A.L., Nastou K.C., Lyon D., Kirsch R., Pyysalo S., Doncheva N.T., Legeay M., Fang T., Bork P. (2020). The STRING Database in 2021: Customizable Protein–Protein Networks, and Functional Characterization of User-Uploaded Gene/Measurement Sets. Nucleic Acids Res..

[43] Salzman J., Gawad C., Wang P.L., Lacayo N., Brown P.O. (2012). Circular RNAs Are the Predominant Transcript Isoform from Hundreds of Human Genes in Diverse Cell Types. PLoS One.

[44] Guo J.U., Agarwal V., Guo H., Bartel D.P. (2014). Expanded Identification and Characterization of Mammalian Circular RNAs. Genome Biol..

[45] Li C., Li X., Ma Q., Zhang X., Cao Y., Yao Y., You S., Wang D., Quan R., Hou X. (2017). Genome-Wide Analysis of Circular RNAs in Prenatal and Postnatal Pituitary Glands of Sheep. Sci. Rep..

[46] Zhang C., Wu H., Wang Y., Zhu S., Liu J., Fang X., Chen H. (2016). Circular RNA of Cattle Casein Genes Are Highly Expressed in Bovine Mammary Gland. J. Dairy Sci..

[47] Shen M., Li T., Zhang G., Wu P., Chen F., Lou Q., Chen L., Yin X., Zhang T., Wang J. (2019). Dynamic Expression and Functional Analysis of CircRNA in Granulosa Cells during Follicular Development in Chicken. BMC Genom..

[48] Wu Y., Xiao H., Pi J., Zhang H., Pan A., Pu Y., Liang Z., Shen J., Du J. (2020). The Circular RNA Aplacirc_13267 Upregulates Duck Granulosa Cell Apoptosis by the Apla-MiR-1-13/THBS1 Signaling Pathway. J. Cell. Physiol..

[49] Ghasemi Tahrir F., Gupta M., Myers V., Gordon J., Cheung J.Y., Feldman A.M., Khalili K. (2019). Role of Bcl2-Associated Athanogene 3 in Turnover of Gap Junction Protein, Connexin 43, in Neonatal Cardiomyocytes. Sci. Rep..

[50] Damm T.B., Egli M. (2014). Calcium’s Role in Mechanotransduction during Muscle Development. Cell. Physiol. Biochem..

[51] Xu T., Gu L., Schachtschneider K.M., Liu X., Huang W., Xie M., Hou S. (2014). Identification of Differentially Expressed Genes in Breast Muscle and Skin Fat of Postnatal Pekin Duck. PLoS One.

[52] Widmann P., Reverter A., Fortes M.R.S., Weikard R., Suhre K., Hammon H., Albrecht E., Kuehn C. (2013). A Systems Biology Approach Using Metabolomic Data Reveals Genes and Pathways Interacting to Modulate Divergent Growth in Cattle. BMC Genom..

[53] Xie S.-J., Li J.-H., Chen H.-F., Tan Y.-Y., Liu S.-R., Zhang Y., Xu H., Yang J.-H., Liu S., Zheng L.-L. (2018). Inhibition of the JNK/MAPK Signaling Pathway by Myogenesis-Associated MiRNAs Is Required for Skeletal Muscle Development. Cell Death Differ..

[54] Ghanim H., Dhindsa S., Batra M., Green K., Abuaysheh S., Kuhadiya N.D., Makdissi A., Chaudhuri A., Dandona P. (2019). Effect of Testosterone on FGF2, MRF4, and Myostatin in Hypogonadotropic Hypogonadism: Relevance to Muscle Growth. J. Clin. Endocrinol. Metab..

[55] Ouyang H., Chen X., Li W., Li Z., Nie Q., Zhang X. (2018). Circular RNA CircSVIL Promotes Myoblast Proliferation and Differentiation by Sponging MiR-203 in Chicken. Front. Genet..

[56] Wei X., Li H., Yang J., Hao D., Dong D., Huang Y., Lan X., Plath M., Lei C., Lin F. (2017). Circular RNA Profiling Reveals an Abundant CircLMO7 That Regulates Myoblasts Differentiation and Survival by Sponging MiR-378a-3p. Cell Death Dis..

[57] Zhang N., Zhao C., Zhang X., Cui X., Zhao Y., Yang J., Gao X. (2021). Growth Arrest–Specific 2 Protein Family: Structure and Function. Cell Prolif..

[58] Kong Y., Zhao S., Tian H., Hai Y. (2020). GAS2 Promotes Cell Proliferation and Invasion and Suppresses Apoptosis in Pediatric T-Cell Acute Lymphoblastic Leukemia and Activates Wnt/β-Catenin Pathway. OncoTargets Ther..

[59] Zhu R.-X., Cheng A.S.L., Chan H.L.Y., Yang D.-Y., Seto W.-K. (2019). Growth Arrest-Specific Gene 2 Suppresses Hepatocarcinogenesis by Intervention of Cell Cycle and P53-Dependent Apoptosis. World J. Gastroenterol..

[60] Sgorbissa A., Benetti R., Marzinotto S., Schneider C., Brancolini C. (1999). Caspase-3 and Caspase-7 but Not Caspase-6 Cleave Gas2 in Vitro: Implications for Microfilament Reorganization during Apoptosis. J. Cell Sci..

# Supplementary material for: Transcriptome RNA Sequencing Reveals That Circular RNAs Are Abundantly Expressed in Embryonic Breast Muscle of Duck
**Source:** Vet Sci. 2023 Jan 19;10(2):75. doi: 10.3390/vetsci10020075
**Supplement:** Supplementary file 1

## Slide 1

marker
2000 bp
1000 bp
750 bp
500 bp
200 bp
100 bp
ZW
ZZ
ZZ
ZZ
ZW
ZW
ZW
ZW
ZW
ZZ
ZZ
ZZ
Figure S1. PCR products of CHD1 gene amplification

## Slide 2

Figure S2. Venn diagrams of circular RNAs expressed in each sample from same group

## Slide 3

Figure S3. The expression of myoblast differentiation-related gene after overexpression and knock-down circGAS2-2

# Supplementary material for: Transcriptome RNA Sequencing Reveals That Circular RNAs Are Abundantly Expressed in Embryonic Breast Muscle of Duck
**Source:** Vet Sci. 2023 Jan 19;10(2):75. doi: 10.3390/vetsci10020075
**Supplement:** Supplementary file 1

Supplementary Table S1. Primers and siRNA

Name	Sequence (5' - 3')	Anneal temperature (°C)	Product size (bp)
HPF	AGTGCATTGCAGAAGCAATATT	55	495 or 351
HPR	GCCTCCTGTTTATTATAGAATTCAT		
qcircGAS2-2-F4	AGATCCTCTTTATTAGGTTCTCC	62	237
qcircGAS2-2-R4	ATGTGTTTAACAGCATCATCC		
circFGFR2-F1	GACAGCAACCAGATGAAGCCG	58	82
circFGFR2-R1	CAAGTGGTTCTCCTGGAAGTG		
qcircSTK39-F1	CTTGCTCTTAAGATTAAGGTTAG	60	116
qcircSTK39-R1	GCCTTCCTCACTCTTCTCATC		
qcircPEPD-F1	AATATGAGCTGGAGAGGATTC	58	83
qcircPEPD-R1	TATCTCAGTCACGTAGTGGAC		
qcircMAPKBP1-F1	GTCCCCGGCTCTCAGTGAGT	58	134
qcircMAPKBP1-R1	GACGACTGCTGCTGTAATCT		
qcircGLI3-F1	GGAACAGCTAGTGCATCCCTG	58	148
qcircGLI3-R1	GTTGGAGCAGGATGGATGAGA		
circSETD3-con-F1	CATTGGCATTCCACTTACT	58	191
circSETD3-con-R1	ATAGGCATACTGTTCGAGCT		
circGAS2-2-con-F1	GGTGGAGCCTCCTGGATT	55.3	108
circGAS2-2-con-R1	TTCCCTGGAGACTTTGTTGG		
circGAS2-2-div-F	CACCTTGTAATGCCCTAATAAA	60	102
circGAS2-2-div-R	GGCTGCTTGTGGAGAACCT		
qMYOD-F1	CGGCTCAGCAAGGTCAAC	60	114
qMYOD-R1	CTCGATGTAGCGGATGGC		
qMYOG-F1	TCACCTCCTGCCTGACGA	60	80
qMYOG-R1	CCTCTACGGCGATGCTCT		
qMYF5-F1	TGAACCAGGCGTTTGAGA	60	152
qMYF5-R1	CGGCAGGTGATAGTAGTTTTCT		
qMYF6-F1	CTGGAGATGGCGGAGGGT	60	81
qMYF6-R1	CTCTGGCGGCATTTGGTC		
si-circGAS2-2	Target sequence: TTATTAGGTTCTCCACAAG	/	/

# Supplementary material for: Transcriptome RNA Sequencing Reveals That Circular RNAs Are Abundantly Expressed in Embryonic Breast Muscle of Duck
**Source:** Vet Sci. 2023 Jan 19;10(2):75. doi: 10.3390/vetsci10020075
**Supplement:** Supplementary file 1

Supplementary Table S2. Mapping statistic

	E131	E132	E133	E191	E192	E193
Valid reads	51,399,992	43,390,748	48,858,000	48,304,568	49,988,422	48,189,728
Mapped reads	27,857,433<br>(54.20%)	24,558,167<br>(56.60%)	26,404,501<br>(54.04%)	26,761,498<br>(55.40%)	26,108,554<br>(52.23%)	27,662,245<br>(57.40%)
Unique Mapped reads	27,552,795<br>(53.60%)	24,268,221<br>(55.93%)	26,092,997<br>(53.41%)	26,447,449<br>(54.75%)	25,775,165<br>(51.56%)	27,393,795<br>(56.85%)
Multi Mapped reads	304,638<br>(0.59%)	289,946<br>(0.67%)	311,504<br>(0.64%)	314,049<br>(0.65%)	333,389<br>(0.67%)	268,450<br>(0.56%)
PE Mapped reads	12,514,034<br>(24.35%)	11,022,423<br>(25.40%)	11,859,845<br>(24.27%)	12,072,227<br>(24.99%)	11,731,441<br>(23.47%)	12,459,905<br>(25.86%)
Reads map to sense strand	13,780,195<br>(26.81%)	12,135,538<br>(27.97%)	13,048,112<br>(26.71%)	13,224,075<br>(27.38%)	12,889,385<br>(25.78%)	13,696,599<br>(28.42%)
Reads map to antisense strand	13,772,600<br>(26.79%)	12,132,683<br>(27.96%)	13,044,885<br>(26.70%)	13,223,374<br>(27.37%)	12,885,780<br>(25.78%)	13,697,196<br>(28.42%)
Non-splice reads	22,385,242<br>(43.55%)	20,259,887<br>(46.69%)	21,585,396<br>(44.18%)	21,713,828<br>(44.95%)	20,791,827<br>(41.59%)	22,893,856<br>(47.51%)
Splice reads	5,167,553<br>(10.05%)	4,008,334<br>(9.24%)	4,507,601<br>(9.23%)	4,733,621<br>(9.80%)	4,983,338<br>(9.97%)	4,499,939<br>(9.34%)
Unmapped reads	23,542,559<br>(45.80%)	18,832,581<br>(43.40%)	22,453,499<br>(45.96%)	21,543,070<br>(44.60%)	23,879,868<br>(47.77%)	20,527,483<br>(42.60%)

PE Mapped Reads: Pair-end mapped reads.

# Supplementary material for: Transcriptome RNA Sequencing Reveals That Circular RNAs Are Abundantly Expressed in Embryonic Breast Muscle of Duck
**Source:** Vet Sci. 2023 Jan 19;10(2):75. doi: 10.3390/vetsci10020075
**Supplement:** Supplementary file 1

Supplementary Table S3. The statistical result of circular RNAs identification

	E131	E132	E133	E191	E192	E193
Candidate back-spliced junction reads	846,164<br>(1.65%)	580,378<br>(1.34%)	710,651<br>(1.45%)	669,104<br>(1.39%)	860,613<br>(1.72%)	617,843<br>(1.28%)
Confident post reads	37,069<br>(0.07%)	22,829<br>(0.05%)	28,851<br>(0.06%)	35,361<br>(0.07%)	43,591<br>(0.09%)	30,107<br>(0.06%)
CircRNA number	3,354	2,903	3,118	3,433	3,833	3,245
CircRNA-hosting gene number	1,866	1,676	1,765	1,822	1,981	1,772

How the deposited data were processed for this re-analysis (not part of the article)

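Circular RNA of the breast muscle of 3 female Shan Ma duck embryos at E13 and of 3 at E19 was sequenced after removal of ribosomal RNA and digestion of linear RNA with RNase R. The authors trimmed reads with Cutadapt, mapped them with Bowtie 2 and TopHat 2 to the duck genome of Ensembl, and called back-splice junctions with TopHat-Fusion, CIRCexplorer2 and CIRI. Versions of these tools and the name of the genome build are not given in the sources used here.

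The values used are of 4 kinds. The deposited counts are back-splice reads per circular RNA and library, without normalization. The signal given as SRPBM was made by the authors from the counts by dividing them by the bases of mapped and candidate back-splice reads. The log2 fold changes were computed by the authors as the ratio of mean SRPBM at E19 to that at E13, and are infinite where a stage has no reads. The p-values and q-values of the authors come from their own comparison of the stages, for which the paper cites edgeR. Of 2 tables of counts the one with SRPBM was used, and 10 circular RNAs have other reads in the second table, which was run as an alternative. Further sheets that repeat the 260 called circular RNAs were left out.

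The libraries had 24558167 to 27857433 mapped reads, and 5094 ± 414 circular RNAs at E13 and 5749 ± 580 at E19 (mean ± SD). Most circular RNAs have few reads, so a single library often decides whether a molecule is seen.

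The main comparison of E19 with E13 used edgeR quasi-likelihood tests with mapped reads as library size, on the circular RNAs with at least 10 reads over the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. A second result used the paper's thresholds, an absolute log2 change of at least 1 and a p-value of at most 0.05. Parental genes were tested on the sum of the reads of their circular RNAs, under the names in the files. The SE beside an edgeR log2 change was derived from the test. It is the absolute change divided by the square root of the quasi-likelihood F statistic. Ensembl IDs were matched to symbols by shared junction, then by transcript, then by HGNC entry, for the counts in which each gene is taken once. Single values were compared between stages with exact permutation tests, where 3 against 3 libraries give at least 0.1. A fold against a stage with 0 reads is a lower limit, taken with 3 reads over that stage. It leaves out the spread between libraries and any reads under the other ID of the junction. A counting interval takes the reads pooled over each stage and leaves out the spread between libraries. Enrichment p-values were recomputed with the Fisher exact test from the counts of the paper's tables.

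Before the data were examined, 16 gene lists, the comparisons and their alternatives were fixed. The lists cover the sarcomere and myofibre, myogenic regulators and fusion, calcium handling, cyclic AMP signalling, growth factors and receptors, hedgehog and Wnt, EPH receptors and ephrins, the cell cycle, chromatin, splicing, and cell type markers of connective tissue, nerve and Schwann cells, blood and immune cells, fat, endothelium and liver. Lists with at least 5 tested genes were tested as groups by fry and by camera (preset correlation 0.01) on limma voom values, which left 12. Blood and immune cells (4 genes tested), fat (4), endothelium (0) and liver (0) had too few, and none of their genes passed. The circular RNAs named in the text are those the paper names, the 12 with the smallest adjusted p in each direction whose stages do not overlap, and the 10 with the highest mean SRPBM. The parental genes named are those the paper names, the 8 with the smallest adjusted p in each direction, and at most 4 passing members of a list. Some items that meet these rules are not reported here, and the counts include them.

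The alternatives changed the library scaling (TMM factors or total back-splice reads), the tool (DESeq2, the edgeR exact test or limma voom), the filter, the libraries (each left out in turn), and the pairing (replicate number as a block). Fits with a library left out can pass fewer molecules because they hold fewer libraries. After the results were seen, counting each junction once, counting each gene once, and the second table of counts were added. The method was tested on simulated data, where of the circular RNAs changed 8-fold 18 of 54 were found at an adjusted p under 0.05, of those changed 4-fold 8 of 71 and of those changed 2-fold 0 of 43, with 2 false calls among 3199 unchanged. At the paper's thresholds, with the edgeR fit used here, there were 212 false calls. Found at those thresholds were 35 of the 54 changed 8-fold, 25 of the 71 and 4 of the 43. In the simulated counts 3367 circular RNAs passed the filter, against 4202 in the data, and those it removed are not counted. The authors' own comparison was not simulated, so the 212 give no rate of false calls for their 260. For a simulated list of 30 genes doubled at E19, fry gave an adjusted p of 0.0533 and camera 0.00305, so fry can miss such a list.

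Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The measurements by qRT-PCR and the cell experiments were not analysed here. Of the 7 circRNAs measured by qRT-PCR, circGAS2-2 can be tied to a circular RNA of the table by its exons, and no values are given for the others under those names.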

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

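All of these were picked out after the results were seen, because they are strong or abundant circular RNAs that the paper does not discuss.

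On chromosome Z, circRNA3839 had 4066 reads, circRNA3743 858, circRNA3920 77 and circRNA11108 67. The first, second and last of these rose from E13 to E19 and circRNA3920 fell (21, 8 and 43 reads to 5, 0 and 0; log2 change -3.76, edgeR adjusted p = 0.0441). On chromosome 3, circRNA9156 (172 reads) and circRNA9155 (87 reads) share a start and rose, circRNA9156 by 4.94 (edgeR adjusted p = 4.27e-05) and circRNA9155 by a ratio of 27.4 (95% counting interval 9.06 to 136). That interval leaves out the spread between libraries. In 14 alternative settings, circRNA9156 was past 0.05 in 11, circRNA9155 in 8 and circRNA3920 in 3. These 6 are typed intergenic, so they have no parental gene in the files and enter no GO or KEGG count.

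The circular RNA of exons 2 to 5 of ENSAPLG00000026000 is listed as circRNA10256 with 96 reads and as circRNA4946 with 114. Under the first ID it had 0 reads at E13 (at least 31.5-fold higher at E19 for that ID). Under the second it had 2, 2 and 3 against 27, 56 and 24 (log2 change 3.84, edgeR adjusted p = 0.00171). The limit of 31.5 therefore does not hold for the junction, and the second is the value to use. The most abundant circular RNA of the muscle, of ENSAPLG00000008538, is likewise listed as circRNA3307 with 25326 reads and circRNA1989 with 24388.

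Lower at E19 were circRNA1590 of ENSAPLG00000020683 (160 reads) and circRNA4443 of ENSAPLG00000013307 (167 reads; 39, 22 and 82 reads to 7, 10 and 7; log2 change -2.57, edgeR adjusted p = 0.0145, past 0.05 in 4 of 14 alternative settings). No symbol could be matched to these genes here.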

How the results depend on the processing

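Of these settings, those that count each junction or each gene once, or use the second table of counts, were added after the results were seen. The 54 circular RNAs at an adjusted p under 0.05 became 20 with total back-splice reads as library size, 94 with DESeq2, 25 with the edgeR exact test, 16 with at least 2 reads in at least 3 libraries, and 3 (without E13 replicate 1) to 23 (without E19 replicate 1) with 1 library left out. The 358 at the paper's thresholds became 236 with the exact test, 219 with replicate number as a block, and 236 (without E19 replicate 2) to 292 (without E13 replicate 3). The 34 gene names became 56 with DESeq2 and 3 (without E13 replicate 1) to 26 (without E19 replicate 3).

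The 1 gene list past the threshold by fry became 3 with TMM factors, 0 with the block, 0 with each junction counted once, and 0 (without E19 replicate 1) to 1 (without E13 replicate 1). By camera the 1 list became 0 with an estimated correlation, 2 with each junction counted once, 0 with both of these, 2 with each junction counted once and TMM factors, and 0 (without E13 replicate 1) to 3 (without E13 replicate 2).

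The 1 GAS2 circular RNA past the threshold became 2 with DESeq2, 2 with limma voom, 0 with the exact test, 2 with each junction counted once, 2 with that and TMM factors, and 0 (without E13 replicate 1) to 1 (without E13 replicate 2). The log2 change of circGAS2-2 was -1.96 by the exact test, and -2.28 (without E19 replicate 3) to -1.57 (without E13 replicate 1).

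Signs turned for these circular RNAs: circular RNA ciRNA171 with total back-splice reads (-0.044); circular RNA circRNA4586 of NRBP1 with TMM factors (-0.079), total back-splice reads (-0.27), DESeq2 (-0.12) and in leave-one-out fits (-0.092 to 0.31); and circular RNA circRNA1978, its other listing, with TMM factors (-0.068), total back-splice reads (-0.26), DESeq2 (-0.10), in leave-one-out fits (-0.041 to 0.31) and with each junction counted once and TMM factors (-0.069). Signs of these genes, none past 0.05, also turned over the alternatives: ADCY5 (-0.67 to 0.68), ADCY9 (-0.023 to 1.93), EPHA5 (-0.94 to 0.17) and EFNB2 (-0.017 to 0.97) under their symbols, and EPHB1 under ENSAPLG00000005830 (-2.17 to 0.58). Over the 34 named circular RNAs, the settings fixed beforehand gave 315 values with the same call, 144 weaker, 4 stronger and 13 of opposite sign, and over 15 named genes 163 with the same call and 45 weaker.

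The exonic share was 75.7% with at least 2 reads in the library and 76.0% with each junction counted once. Among the authors' calls, 57 circular RNAs were at E19 alone and 33 at E13 alone. KEGG pathways were 6 without the adenylate cyclase genes and 7 with each gene counted once against tested genes. GO terms were 61 after adjustment, and the GO terms without adenylate cyclases were not run.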

Differences from the paper's values

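The paper gives 10,882 parental genes, and the table of counts holds 5374 names. The settings fixed before the data were examined gave 4673 to 5141, and none reaches the paper's number. The paper's 10,882 and its 19,886 circular RNAs are the sums of the per-library numbers in its Table S3, in which a gene or molecule found in several libraries counts several times. Those per-library numbers are close to 1 of the lists that make up the table of counts (3354 in both for E13 replicate 1, against 5511 in the full table). Over the full table the same sums are 32528 circular RNAs and 15448 gene names. The table of counts holds 16631 circular RNAs.

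At the paper's thresholds 242 circular RNAs were higher at E19, against the paper's 155. With limma voom (277) and with no filter (295) the difference stays above 1.5 times. It is within 1.5 times with TMM factors (205), total back-splice reads (151), DESeq2 (180), the edgeR exact test (165), at least 2 reads in at least 3 libraries (199), replicate number as a block (152), and without E13 replicate 1 (216), 2 (179) or 3 (206) or E19 replicate 1 (173), 2 (136) or 3 (191).

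Of the circular RNAs at those thresholds, 109 had reads at E19 alone, against the paper's 57, and 57 at E13 alone, against the paper's 33. With at least 2 reads over a stage the numbers were 115 and 59, further from the paper's. Among the circular RNAs called in the authors' table they were 57 and 33, the paper's values.

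The paper counts 16 KEGG pathways and names cardiac muscle contraction among them. Here 15 had a Fisher exact p under 0.05, the MAPK signaling pathway had 0.0550, and cardiac muscle contraction had 0.466. Gap junction, calcium signaling, purine metabolism and GnRH signaling, also named by the paper, were among the 15.

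The paper places chromosome Z among those with most circular RNAs. By number Z came after chromosomes 1, 2, 3, 4, 5, 7, 6 and 8, with 543, while the first 5 chromosomes are those the paper names. One of the lists that make up the table holds no circular RNA of Z, but 10920 of the 15887 on numbered chromosomes. The place of Z by number therefore does not contradict the paper. By share of reads, the first 6 are those the paper names: 2 (24.3%), 1 (13.6%), 3 (9.48%), Z (6.40%), 5 (5.83%) and 4 (5.49%). Their order was the same with each junction counted once, with 19.7% on chromosome 2 and 7.88% on Z.

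The paper spells out RBFOX1 with the name of the EPH family. RBFOX1 is a splicing factor, and its circular reads were 110 at E13 and 41 at E19 under its symbol, and 128 and 71 with both names joined and each junction counted once.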

Other observations

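The tests of this part were chosen after the results were seen, except the counts over other splits of the libraries.

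Pairs of circular RNAs with starts 1 base apart hold 1 member from each of the lists in 99.3% of cases, and 5 pairs have ends 1 base apart. A candidate explanation is a single junction listed under both IDs, with starts counted from 0 in one list and from 1 in the other. Splice sites 1 base apart in the RNA would move ends as well as starts, which the 5 argue against. No biological explanation beyond this was tested.

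The reads of such a junction are sometimes divided between its IDs. Of 1693 values of at least 10 reads in a library, 472 (27.9%) have 0 reads under the other ID. Of the 54 circular RNAs at an adjusted p under 0.05, 9 are divided in this way. When each junction is counted once, 46 of the 54 but only 2 of the 9 are past the same threshold, and 2 of the 9 have the opposite sign. The change of BRAF circRNA9382 went from -7.45 to 0.15, that of ATP9B circRNA14358 from 7.61 to -0.11 and that of CDC14A circRNA14996 from 7.63 to 0.57. Of the authors' 260, 223 are past the paper's thresholds counted once, but only 8 of the 26 that are divided. In LMO7, circRNA8664 (0, 0 and 9 reads against 11, 35 and 53) is called higher and circRNA4717 (18, 11 and 0 against 0, 0 and 0) lower by the authors, and the junction counted once changed by 1.34 (edgeR adjusted p = 0.434). The change of SLIT3 circRNA415, -4.35, was -3.90 counted once.

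More circular RNAs were higher than lower at E19 at the paper's thresholds (67.6% of 358). Without E19 replicate 2 the share was 57.6%, which lies between the limits set for that library as the cause, so its part stays open. A larger number of back-splice reads per mapped read in the E19 libraries is another candidate. The exact permutation p of 0.2 leaves open whether the stages differ in that number. The share was 58.4% with TMM factors, 53.3% with DESeq2 and 45.2% with total back-splice reads as library size, where the median log2 change of all circular RNAs moved from 0.26 to -0.07, and it was 81.2% without E13 replicate 1. The excess itself, and not its size alone, therefore depends on the scaling. It was present with mapped reads as library size and turned with total back-splice reads. A real rise of circular RNA as muscle differentiates stays among the explanations and was not tested.

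Counting each gene once left 0 KEGG pathways past an adjusted p of 0.05, from 10. Among 100 random removals of as many names, 16 also left none (median 6, range 0 to 13). Genes entered under both a symbol and an Ensembl ID may therefore explain the enrichment, but a smaller set of names alone could do so too, and the test cannot separate them. No biological explanation was tested.

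The 6 libraries can be split in 10 ways into 3 and 3, too few for a share under 0.05. In each case 1 split, the real one, gave the highest value: 54 circular RNAs at an adjusted p against 14 in the highest of the others, 358 at the paper's thresholds against 179, 34 gene names against 3, and 1 gene list against 0.

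Replicate numbers do not pair the libraries: after the stage means were removed, libraries of the same number had correlations of -0.0727, 0.0632 and -0.0122 over 1212 circular RNAs.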
